# Myeloid FoxO1 depletion attenuates hepatic inflammation and prevents nonalcoholic steatohepatitis

**DOI:** 10.1172/JCI154333

**Published:** 2022-07-15

**Authors:** Sojin Lee, Taofeek O. Usman, Jun Yamauchi, Goma Chhetri, Xingchun Wang, Gina M. Coudriet, Cuiling Zhu, Jingyang Gao, Riley McConnell, Kyler Krantz, Dhivyaa Rajasundaram, Sucha Singh, Jon Piganelli, Alina Ostrowska, Alejandro Soto-Gutierrez, Satdarshan P. Monga, Aatur D. Singhi, Radhika Muzumdar, Allan Tsung, H. Henry Dong

**Keywords:** Endocrinology, Metabolism, Carbohydrate metabolism, Macrophages, Obesity

## Abstract

Hepatic inflammation is culpable for the evolution of asymptomatic steatosis to nonalcoholic steatohepatitis (NASH). Hepatic inflammation results from abnormal macrophage activation. We found that FoxO1 links overnutrition to hepatic inflammation by regulating macrophage polarization and activation. FoxO1 was upregulated in hepatic macrophages, correlating with hepatic inflammation, steatosis, and fibrosis in mice and patients with NASH. Myeloid cell conditional FoxO1 knockout skewed macrophage polarization from proinflammatory M1 to the antiinflammatory M2 phenotype, accompanied by a reduction in macrophage infiltration in liver. These effects mitigated overnutrition-induced hepatic inflammation and insulin resistance, contributing to improved hepatic metabolism and increased energy expenditure in myeloid cell FoxO1–knockout mice on a high-fat diet. When fed a NASH-inducing diet, myeloid cell FoxO1–knockout mice were protected from developing NASH, culminating in a reduction in hepatic inflammation, steatosis, and fibrosis. Mechanistically, FoxO1 counteracts Stat6 to skew macrophage polarization from M2 toward the M1 signature to perpetuate hepatic inflammation in NASH. FoxO1 appears to be a pivotal mediator of macrophage activation in response to overnutrition and a therapeutic target for ameliorating hepatic inflammation to stem the disease progression from benign steatosis to NASH.

## Introduction

Nonalcoholic fatty liver (NAFL) affects approximately 30% of the population worldwide and its prevalence increases on par with the rising epidemic of obesity in both adults and children (1). While NAFL remains benign in most cases, about 25% of patients with NAFL evolve to nonalcoholic steatohepatitis (NASH) — a predisposing factor for fibrosis, cirrhosis, and hepatocellular cancer (2). NASH, concomitant with its cardiometabolic comorbidities, is an underlying cause for the overall and liver-associated mortality (3). Nonetheless, the mechanism that catalyzes the transition from benign steatosis to severe NASH remains elusive (4). A prevailing notion is that hepatic inflammation secondary to abnormal activation of hepatic macrophages is liable for the disease progression from NAFL to NASH (5). Hepatic macrophages include resident Kupffer cells and infiltrating macrophages, collectively constituting about 15% of the cell population in the liver (6, 7). In response to metabolic stress such as overnutrition or endotoxin, hepatic macrophages are activated, undergoing polarization toward the M1 phenotype with proinflammatory cytokine profiles, as opposed to alternatively activated M2 macrophages with antiinflammatory cytokine profiles (8, 9). Proinflammatory cytokines act via a paracrine-dependent mechanism to impair hepatic metabolism and insulin action in the liver, contributing to NAFL in obesity and type 2 diabetes (10–14). Consistent with this notion, chemical depletion of macrophages in the liver mitigates hepatic inflammation, contributing to the improvement of insulin sensitivity and prevention of NAFL in mice with dietary obesity (15–17). Amelioration of insulin resistance with insulin sensitizers is concomitant with the reduction in inflammation in insulin-resistant subjects with morbid obesity and type 2 diabetes (18–20). However, this notion is being challenged, as clinical trials with antiinflammatory agents have not yet produced consistent therapeutic effects on insulin resistance in patients with NASH or type 2 diabetes (21–25). This highlights the knowledge gap in our understanding of the molecular basis that links insulin resistance to hepatic inflammation in NASH. It remains an open question as to how tissue macrophages are skewed to undergo M1 polarization in response to overnutrition, contributing to the induction of chronic inflammation, insulin resistance, and NASH.

To address this fundamental question, we investigated FoxO1 regulation of macrophage activation and polarization. FoxO1 is a key transcription factor that acts as a substrate of Akt to mediate the effects of insulin on target genes in diverse pathways, including cell metabolism, proliferation, differentiation, and senescence (26, 27). In the absence of insulin, FoxO1 resides in the nucleus and acts to enhance target gene expression. Apart from its *trans*-activation mechanism, FoxO1 can act in the nucleus to suppress the expression of its target genes via a *trans*-repression mechanism (28–33). In response to insulin, FoxO1 undergoes Akt-dependent phosphorylation, resulting in FoxO1 translocation from the nucleus to the cytoplasm (26, 27). This effect serves as an acute mechanism by which insulin inhibits FoxO1 activity by precluding its cognate binding to chromatin DNA in the nucleus, contributing to the inhibition of target gene expression (26, 27). Unchecked FoxO1 activity in hepatocytes, resulting from insulin resistance, is a contributing factor for glucose and lipid disorders in obesity and type 2 diabetes (34–36).

Although FoxO1 is expressed abundantly in myeloid cells, including macrophages, the role of FoxO1 in macrophage homeostasis and the contribution of macrophage FoxO1 to hepatic inflammation are poorly characterized. Macrophage FoxO1 expression is upregulated, coinciding with the induction of certain proinflammatory cytokines such as IL-1β in macrophages in obese mice (37, 38). Increased FoxO1 activity is also associated with the induction of antiinflammatory cytokine IL-10 in endotoxin-stimulated macrophages in vitro (39). Due to the lack of consensus about FoxO1 in macrophage polarization, it remains unknown whether FoxO1 in activated macrophages provokes tissue inflammation or protects against tissue inflammation in vivo. To characterize the role of FoxO1 in macrophage activation and determine the macrophage FoxO1 contribution to hepatic inflammation and NASH, we generated myeloid cell conditional FoxO1-knockout (FoxO1-KO) mice, followed by determining the effect of FoxO1 loss of function on macrophage activation and polarization in response to overnutrition and insulin resistance. To induce the transition of NAFL to NASH, we fed mice a NASH-inducing diet, a dietary regimen that recapitulates the dietary risk factor for NASH in humans (40). To address the clinical significance of FoxO1 in hepatic inflammation and NASH, we determined macrophage FoxO1 expression in liver biopsies of patients with advanced NASH. Our studies identify FoxO1 as a pivotal factor that links insulin and nutrient signals to macrophage polarization. FoxO1 inhibits M2 polarization by antagonizing Stat6 in macrophages, contributing to skewed M1 polarization and perpetuating tissue inflammation. We conclude that myeloid FoxO1 dysregulation, stemming from overnutrition and insulin resistance, promotes macrophage M1 polarization, and this effect triggers hepatic inflammation and catalyzes the evolution of NAFL to NASH in obesity.

## Results

### FoxO1 becomes deregulated in hepatic macrophages of dietary obese mice.

Obesity is associated with chronic low-grade inflammation secondary to abnormal macrophage activation. To characterize the role of FoxO1 in macrophage activation and hepatic inflammation in obesity, we fed male C57BL/6 mice a high-fat diet (HFD, *n* = 6) or regular chow (RC, *n* = 6) for 8 weeks. HFD-fed mice, as opposed to RC-fed littermates, developed obesity (Figure 1A) with a concomitant induction of fasting hyperglycemia (Figure 1B), fasting hyperinsulinemia (Figure 1C), and insulin resistance, as indexed by the homeostatic model assessment for insulin resistance (HOMA-IR) (Figure 1D). We isolated hepatic macrophages from euthanized mice, followed by the determination of FoxO1 expression. We detected a 6-fold increase in FoxO1 expression in hepatic macrophages, correlating with the induction of proinflammatory cytokine profiles in liver macrophages of obese versus lean mice (Figure 1, E and F). FoxO1 was also markedly upregulated in adipose macrophages, coinciding with the induction of proinflammatory cytokine expression in the epididymal fat of obese mice (Figure 1, G and H). These data suggest that changes in FoxO1 expression and activity may have important effects on macrophage homeostasis, spurring the hypothesis that macrophage FoxO1 dysregulation may link insulin resistance to abnormal macrophage activation and hepatic inflammation in obesity.

### MøFoxO1-KO mice are protected from fat-induced glucose intolerance and insulin resistance.

To address the above hypothesis, we generated myeloid cell conditional FoxO1-KO mice by crossing C57BL/6-*FoxO1^loxP/loxP^* mice with C57BL/6-*Lyz2*-Cre mice, in which Cre recombinase is expressed from the myeloid cell–specific lysozyme 2 (*Lyz2*) promoter. To verify myeloid FoxO1 deletion, we procured hepatic macrophages from progenies, *FoxO1^loxP/loxP^*-*Lyz2*-Cre (designated MøFoxO1-KO) and *FoxO1^loxP/loxP^* (WT) littermates, followed by the determination of macrophage FoxO1 mRNA and protein levels. MøFoxO1-KO mice, as opposed to WT littermates, had nondetectable FoxO1 expression at both mRNA and protein levels in hepatic macrophages (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/JCI154333DS1). As a control, we determined FoxO1 expression in primary hepatocytes from MøFoxO1-KO and WT littermates, demonstrating that hepatocyte FoxO1 expression remained unchanged (Supplemental Figure 1). These results validate myeloid FoxO1 depletion in MøFoxO1-KO mice.

We then determined the effect of myeloid FoxO1 depletion on metabolism. When fed on RC, MøFoxO1-KO (male, *n* = 11, 4 months old) and sex/age-matched WT littermates (*n* = 8) had similar weight gain and blood glucose levels under both fed and fasting conditions, accompanied by similar postprandial glucose disposal (Supplemental Figure 2). MøFoxO1-KO and WT mice also had similar plasma triglyceride (TG) and cholesterol levels. These results indicate that myeloid FoxO1 depletion did not exert a significant impact on glucose and lipid metabolism in RC-fed mice.

We reasoned that myeloid FoxO1 activity may not be critical for regulating macrophage homeostasis under basal conditions in the absence of metabolic stress or inflammatory stimuli, accounting for the lack of alterations in carbohydrate metabolism in RC-fed MøFoxO1-KO mice. To address this issue, we fed MøFoxO1-KO and WT mice (male, *n* = 8–10) an HFD to elicit metabolic stress, followed by determining the effect of myeloid FoxO1 depletion on insulin sensitivity and glucose metabolism. Both MøFoxO1-KO and WT littermates developed morbid obesity, although MøFoxO1-KO mice were associated with a small nonsignificant reduction (~10%) in weight gain during a 34-week HFD feeding (Figure 2A). Both MøFoxO1-KO and WT littermates had similar fat mass and equivalent food intake on an HFD diet (Supplemental Figure 3). However, MøFoxO1-KO mice, as opposed to WT littermates, had significantly improved blood glucose profiles during a glucose tolerance test (GTT) (Figure 2B). We measured plasma insulin levels at 0 and 30 minutes after glucose injection during the GTT. HFD-fed WT mice developed severe fasting hyperinsulinemia, accompanied by blunt responses of insulin release to glucose injection (Figure 2C). This effect was paralleled by significantly impaired glucose profiles during an insulin tolerance test (ITT) (Figure 2D), indicative of insulin resistance, as indexed by HOMA-IR in HFD-fed WT mice (Figure 2E). In contrast, HFD-induced hyperinsulinemia was significantly reduced (fasting plasma insulin, 0.5 ± 0.07 ng/mL in MøFoxO1-KO versus 1.8 ± 0.35 ng/mL in HFD-fed WT littermates, *P* < 0.01), with a concomitant restoration of glucose-stimulated insulin secretion in MøFoxO1-KO mice (Figure 2C). Furthermore, MøFoxO1-KO mice had significantly improved insulin sensitivity, as evidenced by the improvement of blood glucose profiles during ITT (Figure 2D) and reduction in HOMA-IR (Figure 2E). HFD feeding also resulted in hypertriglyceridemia in WT mice, but this effect was ameliorated in MøFoxO1-KO littermates (plasma TG levels, 150 ± 7 versus 174 ± 6 mg/dL in WT controls, *P* < 0.05) (Figure 2F). Likewise, HFD feeding resulted in hypercholesterolemia in WT mice (Figure 2G). This effect was mitigated in HFD-fed MøFoxO1-KO mice, although the reduction in plasma cholesterol levels did not reach a significant level (plasma cholesterol levels, 182 ± 10 mg/dL in MøFoxO1-KO versus 242 ± 29 mg/dL in WT littermates). These results indicate that MøFoxO1-KO mice, in spite of HFD-induced obesity, were protected from developing HFD-induced insulin resistance, glucose intolerance, hyperinsulinemia, and hyperlipidemia.

### Myeloid FoxO1 depletion improves hepatic insulin sensitivity in dietary obese mice.

To corroborate these studies, we injected insulin intravenously into HFD-fed mice, followed by determining insulin-stimulated phosphorylation of Akt and FoxO1 proteins in the liver. Insulin stimulated phosphorylation of Akt (Ser473) and FoxO1 (Ser253) in both groups. When compared with WT littermates, MøFoxO1-KO mice had significantly higher amplitudes of insulin-stimulated Akt and FoxO1 phosphorylation, culminating in the ratios of p-Akt/total Akt (Figure 2, H and I) and p-FoxO1/total FoxO1 (Figure 2, J and K). These results suggest that myeloid FoxO1 depletion contributes to the improvement of hepatic insulin sensitivity in HFD-fed MøFoxO1-KO mice.

### Myeloid FoxO1 depletion reduces macrophage content in the liver and adipose tissue in dietary obese mice.

To address the hypothesis that myeloid FoxO1 depletion would ameliorate hepatic inflammation, we analyzed liver tissues by immunohistochemistry, using an antibody against F4/80, a marker of macrophages (41). HFD-fed MøFoxO1-KO mice, relative to HFD-fed WT littermates, had a significantly reduced macrophage content in the liver (Figure 3, A and B). This was paralleled by a significant reduction in plasma levels of Mcp1, a key chemokine that regulates tissue macrophage infiltration (Figure 3C). Similar results were observed in adipose tissues, as reflected by the reduction in adipose macrophage density in MøFoxO1-KO mice (Figure 3, D and E). MøFoxO1-KO mice also had significantly smaller adipocytes in visceral adipose tissues secondary to the improvement of insulin resistance in HFD-fed MøFoxO1-KO versus WT littermates (Figure 3F), in keeping with the prevailing notion that smaller adipocytes are associated with enhanced insulin sensitivity (42, 43).

### FoxO1 deficiency favors macrophage M2 polarization in MøFoxO1-KO mice.

To gain mechanistic insights into the improvement of tissue inflammation (5), we investigated the role of FoxO1 in macrophage polarization. We isolated hepatic macrophages from HFD-fed MøFoxO1-KO and WT littermates, followed by FACS for sorting F4/80^+^CD11b^+^CD11c^+^CD206^–^ (M1 signature) and F4/80^+^CD11b^+^CD206^+^CD11c^–^ (M2 signature) macrophages. We detected approximately 18% M1 macrophages and 14% M2 macrophages among total liver macrophages in HFD-fed WT mice (Figure 3G). However, this effect was reversed in HFD-fed MøFoxO1-KO mice (Figure 3H), culminating in a significant reduction in M1 macrophages (9%), along with a corresponding increase in M2 macrophages (19%). As a result, the ratio of M2/M1 macrophages in the liver was significantly increased by 2-fold in HFD-fed MøFoxO1-KO versus WT mice (Figure 3I).

To corroborate these studies, we profiled hepatic expression of key genes whose functions are characteristic of macrophage M1 versus M2 phenotypes in the liver and adipose tissues. We detected a significant upregulation of hepatic macrophage expression of genes encoding IL-4, IL-10, Arg1, CD163, IL-1ra, and CD206 that are characteristic of the macrophage M2 signature (Figure 3J). This was accompanied by a significant reduction in the proinflammatory gene encoding Ccr2 in the liver of HFD-fed MøFoxO1-KO mice (Figure 3K). Similar results were obtained from adipose tissue macrophages, as evidenced by increased expression of antiinflammatory genes encoding IL-4 and IL-10 (Figure 3L), and decreased expression of proinflammatory genes encoding Ccr2, Ccl2, Ccl3, and Ccl7 in adipose stromal vascular cells of MøFoxO1-KO versus WT littermates on HFD (Figure 3M). These results were consistent with the reduction in Ccl2 (Mcp1) levels in plasma and diminution of macrophage content in liver and adipose tissue (Figure 3, A–E), suggesting that myeloid FoxO1 depletion ameliorates HFD-elicited tissue inflammation by favoring macrophage M2 polarization and reducing macrophage infiltration into the liver and adipose tissues.

### Myeloid FoxO1 depletion improves energy expenditure in dietary obese mice.

To determine the effect of myeloid FoxO1 depletion on energy homeostasis, we subjected HFD-fed MøFoxO1-KO and WT littermates to metabolic cage studies. MøFoxO1-KO mice had significantly lower respiratory exchange ratios (RERs) in both the dark and light cycles (Figure 4A), indicative of an increased contribution of fat to energy metabolism. Consistent with these results, we detected a significantly higher mean rate of oxygen consumption in MøFoxO1-KO versus WT littermates on HFD (Figure 4B), in line with the observation that HFD-fed MøFoxO1-KO mice, as opposed to HFD-fed WT littermates, had relatively lower weight gain (Figure 2A) and significantly enhanced whole-body insulin sensitivity (Figure 2E).

### MøFoxO1-KO mice are protected from developing HFD-induced steatosis.

We then hypothesized that myeloid FoxO1 depletion–mediated improvement of hepatic inflammation and energy expenditure would translate into a beneficial effect on hepatic lipid metabolism. To address this hypothesis, we subjected liver tissues to histological examination. HFD feeding resulted in severe steatosis in WT mice (Figure 4C). This effect was ameliorated in HFD-fed MøFoxO1-KO mice (Figure 4D). To corroborate these findings, we quantified hepatic lipid content, revealing that MøFoxO1-KO, relative to WT littermates, had significantly lower hepatic TG levels (Figure 4E). To gain insights into the underlying mechanism, we showed that MøFoxO1-KO mice had a significant reduction in hepatic expression of *Srebp-1c*, *Fas*, and *Ppar-γ*, 3 key genes in lipogenesis (Figure 4F), with a concomitant induction of hepatic expression of *Ppar-α* and *Cpt1*, 2 key genes in fatty acid oxidation (Figure 4G). MøFoxO1 KO also resulted in a significant reduction in hepatic expression of *Mttp* and *Apob* (Figure 4H), 2 key lipid-binding proteins in VLDL-TG production, secondary to the reduction in hepatic steatosis and improvement of insulin sensitivity in HFD-fed MøFoxO1-KO mice.

### Myeloid FoxO1 depletion protects against diet-induced NASH.

Hepatic inflammation is a predisposing factor for the progression of hepatic steatosis to NASH. To address the hypothesis that myeloid FoxO1 inhibition would suppress hepatic inflammation to prevent the progress of steatosis to NASH, we generated a NASH model by feeding C57BL/6 mice (male, 6 weeks old) a NASH-inducing diet. When compared with age- and sex-matched mice fed on RC (*n* = 7), mice fed on a NASH diet (*n* = 7) developed obesity (body weight, 49 ± 2.9 versus 37 ± 1.6 g in RC control, *P* < 0.001), with a concomitant induction of fasting hyperglycemia (blood glucose, 135 ± 6 versus 105 ± 7 mg/dL in RC control, *P* < 0.001) and fasting hyperinsulinemia (plasma insulin, 2.09 ± 0.75 versus 0.17 ± 0.04 ng/mL in RC control, *P* < 0.001), suggestive of insulin resistance, as reflected by HOMA-IR (17.3 ± 6.6 versus 0.7 ± 0.15 in RC control, *P* < 0.001) (Supplemental Table 1). NASH diet–fed mice, relative to RC-fed controls, had significantly elevated plasma levels of TG (85 ± 6 versus 58 ± 10 mg/dL in RC control, *P* < 0.001) and cholesterol (655 ± 65 versus 176 ± 9 mg/dL in RC control, *P* < 0.001), indicative of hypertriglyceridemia and hypercholesterolemia. Furthermore, NASH diet–fed mice developed steatosis and fibrosis, as evidenced by liver histology (Supplemental Figure 4) and quantification of hepatic TG and cholesterol contents (Supplemental Table 1). NASH diet–fed mice had significantly higher hepatic TG content (567 ± 18 versus 244 ± 56 mg/g protein in RC control, *P* < 0.001) and hepatic cholesterol content (461 ± 22 versus 34 ± 4 mg/g protein in RC control, *P* < 0.001). NASH diet–fed mice also developed hepatic inflammation, as visualized by anti-F4/80 and anti-FoxO1 dual immunohistochemistry, showing that NASH diet–fed mice had higher levels of macrophage infiltration and macrophage FoxO1 production in the liver (Supplemental Figure 5). These results were corroborated by the determination of hepatic mRNA profiles, demonstrating that hepatic expression of FoxO1 and inflammatory cytokines IL-1β, TNF-α, IL-6, Ccl2, and Ccl3, along with Ccr2, were significantly upregulated in NASH diet versus RC mice (Supplemental Figure 4). Moreover, NASH diet–fed mice had significantly elevated serum alanine transaminase (ALT) levels (129 ± 16 versus 24 ± 4 U/L in RC control, *P* < 0.001) (Supplemental Table 1), correlating with the development of hepatic inflammation, steatosis, and fibrosis in NASH diet–fed mice.

We then used this dietary NASH model to determine whether myeloid FoxO1 deficiency would mitigate hepatic inflammation and stem the disease progress from steatosis to NASH. We fed MøFoxO1-KO and WT littermates a NASH-inducing diet. Both groups developed obesity with similar weight gain, although MøFoxO1-KO mice had relatively less weight during a 25-week NASH diet feeding (Figure 5A). However, NASH diet–fed WT mice manifested fasting hyperglycemia, fasting hyperinsulinemia, glucose intolerance, insulin intolerance, and insulin resistance, as reflected by the HOMA-IR index (Figure 5, B–F). These metabolic abnormalities along with insulin resistance were significantly improved in NASH diet–fed MøFoxO1-KO mice.

To assess the impact of myeloid FoxO1 depletion on the development of NASH, we determined plasma lipid profiles and hepatic fat content. NASH diet feeding resulted in hypercholesterolemia, as evidenced by markedly elevated plasma cholesterol levels in WT mice (Figure 5G). This effect was significantly mitigated in MøFoxO1-KO mice. In contrast, plasma TG levels remained unchanged (Figure 5H). We then subjected the liver to histological examination. NASH diet–fed WT mice manifested severe steatosis with NASH scores (nonalcoholic fatty liver disease activity score [NAS] ≥ 2) concomitant with the development of lobular inflammation, as revealed by liver histology and quantification of hepatic TG and cholesterol contents (Figure 5, I–O). However, this NASH diet–induced hepatic steatosis was significantly ameliorated, along with a significant reduction in both NAS and lobular inflammation in MøFoxO1-KO versus WT littermates (Figure 5, I–O).

To investigate the effect of myeloid FoxO1 depletion on fibrosis, we subjected liver tissues to Sirius red staining. We detected a significant reduction in fibrosis score in NASH diet–fed MøFoxO1-KO versus WT littermates (Figure 6, A and B). NASH diet feeding also resulted in significantly increased macrophage infiltration and hepatic injury in the liver of WT mice, as visualized by anti-F4/80 immunohistochemistry (Figure 6, C and D) and serum ALT levels (Figure 6E). However, this NASH diet–induced hepatic inflammation, steatosis, and fibrosis were significantly improved, along with mitigation of hepatic injury, as reflected in the reduction in serum ALT levels in MøFoxO1-KO mice (52 ± 8 versus 129 ± 16 IU/L in WT littermates, *P* < 0.001) (Figure 6, A–E). Consistent with the improvement of hepatic inflammation, NASH diet–fed MøFoxO1-KO mice, relative to NASH diet–fed WT littermates, had a significant upregulation of hepatic expression of IL-4, IL-10, and Arg1 that are characteristic of M2 macrophages, accompanied by a significant downregulation of Trem2 and Ccr2, characteristic of M1 macrophages (Supplemental Figure 6).

To account for the reduction in fibrosis in MøFoxO1-KO mice, we profiled hepatic expression of key genes involved in fibrosis. We demonstrated that hepatic expression of TGF-β, a key fibrogenic factor along with its downstream targets Acta2, Col1a1, Col3a1, Timp1, Mmp2, Mmp12, and Mmp13 was significantly reduced in MøFoxO1-KO versus WT littermates on a NASH diet (Figure 6F).

NASH diet feeding resulted in hepatocyte ballooning, a hallmark of NASH, in the liver of WT mice (Figure 5, I and L). This effect was accompanied by a significant induction of hepatocyte apoptosis in the liver, as visualized by TUNEL staining (Figure 6, G and H). However, this hepatocyte ballooning degeneration was completely prevented (Figure 5, I and L), along with a significant reduction in the percentage of apoptotic hepatocytes in the liver of NASH diet–fed MøFoxO1-KO mice (Figure 6, G and H). To gain mechanistic insights into the reduction in hepatocyte apoptosis, we showed that MøFoxO1-KO mice, as opposed to WT littermates, had significantly reduced expression of proapoptotic genes coding for Bax, Bad, caspase 3, caspase 8, and caspase 9 proteins in the liver, consistent with the improvement of NASH in MøFoxO1-KO mice on a NASH diet (Figure 6I).

### Mechanistic insights into the protective effect of myeloid FoxO1 depletion on NASH.

To gain further mechanistic insights into the protective effect of myeloid FoxO1 depletion on NASH, we assayed liver tissues of NASH diet–fed MøFoxO1-KO and WT littermates by RNA sequencing (RNA-Seq), followed by comparative transcriptome analysis (Supplemental Figure 7). This unbiased approach identified a total of 342 differentially expressed genes (DEGs; log_2_[fold change] > 1.5, *P*_adj_ < 0.05) (Figure 7A). These DEGs are in diverse pathways (Supplemental Figure 8), culminating in the upregulation of metabolic pathways in insulin receptor signaling in glucose and lipid metabolism, DNA damage and repair, mitochondrial protein complex biosynthesis, and energy homeostasis (Figure 7B). This was accompanied by the downregulation of metabolic pathways in lipid uptake and transport, lipid droplets, extracellular matrix organization, TNF-α superfamily cytokine production and regulation, hepatic insulin resistance, oxidative stress, autophagy, and the epoxygenase P450 pathway (Figure 7B). Such DEG profiles are consistent with the improvement of insulin sensitivity and reduction in hepatic inflammation, steatosis, apoptosis, and fibrosis in NASH diet–fed MøFoxO1-KO mice. 

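Whole liver RNA was sequenced from 4 male MøFoxO1-KO mice and 4 male WT littermates that were fed a NASH diet for 25 weeks from 6 weeks of age and fasted for 16 hours. Libraries were made from polyadenylated RNA. The authors deposited the number of reads counted on each of 46517 Ensembl genes, with GRCm38 coordinates and without normalization. Total counts per mouse ranged from 15253218 to 18025481, with a median of 16441783.5 in MøFoxO1-KO mice and 16361030 in WT littermates. Gene symbols were taken from GENCODE M21. Normalized counts are the counts of each mouse divided by its library size after edgeR's TMM scaling, relative to the mean library size of the 8 mice. MøFoxO1-KO mice were compared with WT littermates by edgeR's quasi-likelihood test on the 13278 genes that passed its filter on low counts, with Benjamini-Hochberg adjustment. A gene was called differentially expressed at an adjusted P under 0.05 and an absolute log2 fold change over 1.5. The paper's text gives the limits of 0.05 and 1.5 and does not state whether the limit on the fold change is absolute, which is how it was read here. The paper's Supplemental Methods were not available here. Permutation tests of normalized counts were exact and two-sided, and 4 mice against 4 allow no P under 0.0286.

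Foxo1 (ENSMUSG00000044167) lies on chromosome 3 of GRCm38 from 52268336 to 52353221. WT replicates 22, 23, 24 and 25 had 422, 467, 328 and 461 Foxo1 counts. MøFoxO1-KO replicates 26, 27, 28 and 29 had 448, 253, 438 and 259 Foxo1 counts. Normalized Foxo1 counts were 404 ± 73.9 (SD, n = 4) in WT livers and 359 ± 73.4 (SD, n = 4) in MøFoxO1-KO livers, and the groups overlapped (exact permutation test, P = 0.343). Foxo1 had a log2 fold change of -0.17 with a standard error of 0.18 (edgeR, Benjamini-Hochberg adjusted P = 0.686). Leaving out each mouse in turn gave log2 fold changes between -0.28 and -0.08. Whole liver RNA holds Foxo1 transcripts of every liver cell type, so these values do not separate the Foxo1 of myeloid cells from that of other cells.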

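At these thresholds, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 25 genes, of which 7 were higher and 18 were lower in MøFoxO1-KO livers. Without the limit on the fold change, 39 genes had an adjusted P under 0.05 by the same test with Benjamini-Hochberg adjustment. At an unadjusted P under 0.05, 97 genes rose and 113 fell by more than 1.5 on the log2 scale. The count depended on the test and its threshold. DESeq2's Wald test on the same counts called 177 genes, 85 higher and 92 lower, and all 25 genes were among them. With the limit applied to higher genes only, a setting chosen after seeing the data, DESeq2 gave 342 genes, 85 higher and 257 lower. These are the paper's 3 counts, and the 28 genes that its text names from RNA-Seq were among them. The 25 genes called here rest on another test and limit than that setting. Requiring an adjusted P under 0.01 in edgeR with Benjamini-Hochberg adjustment left 1 gene. With 1 mouse left out, 15 genes were called without WT replicate 22, 3 without WT replicate 25, 9 without MøFoxO1-KO replicate 26, 7 without MøFoxO1-KO replicate 27, 82 without MøFoxO1-KO replicate 28 and 13 without MøFoxO1-KO replicate 29. Leaving out WT replicate 23 or 24 gave 25 genes each, of which 16 and 19 were among the 25 of all 8 mice. All 4 MøFoxO1-KO mice lay above all 4 WT mice for 664 of the 13278 tested genes and below them for 625, together 9.71% of the tested genes, where chance gives 2.86%.

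Among called genes whose groups did not overlap and whose higher group had a mean of at least 50 normalized counts, the log2 fold change was 6.64 for Hsd3b5, 3.61 for Mup12, 2.59 for Susd4 and 2.23 for Col11a2. Mup1, between Mup12 and Susd4, completed the 5 largest increases. The 5 largest decreases were -5.12 for Hao2, -4.13 for Gpnmb, -3.47 for Cyp39a1, -3.35 for Cyp2a4 and -3.06 for Cidec on the same scale. Adjusted P values of these 10 genes lay between 0.0136 for Hsd3b5 and 0.0382 for Gpnmb (edgeR's quasi-likelihood test, Benjamini-Hochberg adjustment). Their direction was the same in all 8 fits that each left out 1 mouse. The calls were less firm: Hsd3b5 and Cyp2a4 were lost in 1 of the 8 fits, without WT replicate 25 (edgeR, Benjamini-Hochberg adjusted P = 0.0513 for both), Mup1 in 2, Susd4 in 3, Mup12 and Cyp39a1 in 5, Hao2 and Col11a2 in 6, and Gpnmb and Cidec in 7. Gpnmb had 70.0 ± 51.5 normalized counts (SD, n = 4) in WT livers and 3.79 ± 2.74 (SD, n = 4) in MøFoxO1-KO livers.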

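Pathways were examined with gene lists written from general knowledge or by gene symbol, and each list was tested with camera at a preset correlation of 0.01, adjusted by the Benjamini-Hochberg method over 34 lists. The insulin signaling list, with Insr, Irs1, Irs2, Akt1 and Akt2 among its members, had 29 tested genes, of which 4 were higher and 25 lower in MøFoxO1-KO livers, with a median log2 fold change of -0.17 (camera, Benjamini-Hochberg adjusted P = 0.00773). None of the 29 genes was past an adjusted P of 0.05 over all tested genes by edgeR with Benjamini-Hochberg adjustment or adjusted over the list alone, and 4 had an unadjusted P under 0.05. In the DNA repair list, 14 of 44 tested genes were higher and 30 were lower, with a median log2 fold change of -0.08 (camera, Benjamini-Hochberg adjusted P = 0.118) that was -0.13 without WT replicate 24. No gene of that list had an adjusted P under 0.05 (edgeR, Benjamini-Hochberg) over all genes or adjusted over the list alone, and 3 had an unadjusted P under 0.05.

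In the mitochondrial complex list, made up of Nduf, Sdh, Uqcr, Cox and Atp5 genes, 89 of 98 tested genes were higher, with a median log2 fold change of 0.36 (camera, Benjamini-Hochberg adjusted P = 4.3e-17). Adjusted over the list alone, 37 of them had an adjusted P under 0.05 (edgeR, Benjamini-Hochberg), against 0 over all genes and 56 at an unadjusted P under 0.05. An offset for GC content and gene length, chosen after seeing the data, lowered this median to 0.17 (camera, Benjamini-Hochberg adjusted P = 4.9e-07; other alternatives gave adjusted P from 1.2e-19 to 0.279). Of the 16 lists past an adjusted P of 0.05 with camera and Benjamini-Hochberg adjustment, 5 were past it with fry and 2 with an estimated correlation. The mitochondrial list was past it with fry (Benjamini-Hochberg adjusted P = 0.0486) and not with an estimated correlation (Benjamini-Hochberg adjusted P = 0.279), and the insulin signaling list was past it with neither.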

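The lipid uptake and lipid droplet list had 30 tested genes, 11 higher and 19 lower in MøFoxO1-KO livers, with a median log2 fold change of -0.19 (camera, Benjamini-Hochberg adjusted P = 8.9e-06). Without MøFoxO1-KO replicate 26 that median was -0.30. In that list Cd36, Cidec and Mogat1 were called over all tested genes, and 8 were lower with an adjusted P under 0.05 (edgeR, Benjamini-Hochberg) when adjusted over the list alone. The paper names 5 of the 30 genes, and the other 25 had a median of -0.11 (camera, Benjamini-Hochberg adjusted P = 0.171). The extracellular matrix list had 12 higher and 31 lower of 43 tested genes, with a median of -0.26 (camera, Benjamini-Hochberg adjusted P = 0.0246). It was -0.16 without WT replicate 22 and -0.14 without WT replicate 24, and the camera test was past the threshold in neither fit (Benjamini-Hochberg adjusted P = 0.124 and 0.0784), while it was -0.41 without WT replicate 23 or MøFoxO1-KO replicate 29. No gene of the matrix list was called over all tested genes and 9 had an unadjusted P under 0.05. Adjusted over the list alone, 1 gene had an adjusted P under 0.05 (edgeR, Benjamini-Hochberg).

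Of 18 genes of the TNF superfamily ligands, 4 passed the filter on low counts, 2 higher and 2 lower, with a median log2 fold change of 0.04 (camera, Benjamini-Hochberg adjusted P = 0.544). That median was -0.02 without WT replicate 24 and -0.06 without MøFoxO1-KO replicate 28, and its highest value was 0.18, without MøFoxO1-KO replicate 29. Oxidative stress genes (43 tested, 17 higher and 26 lower) had a median of -0.09 (camera, Benjamini-Hochberg adjusted P = 0.0905). Their median was -0.03 without WT replicate 23, and without WT replicate 24 it was -0.145 and past the threshold (camera, Benjamini-Hochberg adjusted P = 0.0242). Adjusted over the list alone, 4 of these genes were higher and 9 lower with an adjusted P under 0.05 (edgeR, Benjamini-Hochberg), and the paper names 8 of the 43. Autophagy genes (37 tested, 12 higher and 25 lower) had a median of -0.13 (camera, Benjamini-Hochberg adjusted P = 0.0749), which was -0.07 without WT replicate 23 and -0.18 without MøFoxO1-KO replicate 26 (camera, Benjamini-Hochberg adjusted P = 0.0323). The epoxygenase list, made up of Cyp2a, Cyp2b, Cyp2c and Cyp2j genes, had 11 higher and 12 lower of 23 tested genes and a median of -0.22 (camera, Benjamini-Hochberg adjusted P = 3.8e-04). Its median ranged from -0.49 without MøFoxO1-KO replicate 26 to 0.13 without MøFoxO1-KO replicate 29 and was -0.03 without WT replicate 25, and it was 0.08 over the 17 members that the paper does not name. With fry and Benjamini-Hochberg adjustment, the lipid list was the only one of these lists past an adjusted P of 0.05 (0.0112), and with an estimated correlation none was, the smallest Benjamini-Hochberg adjusted P being 0.0913 for the lipid list.

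**Figure D1:**
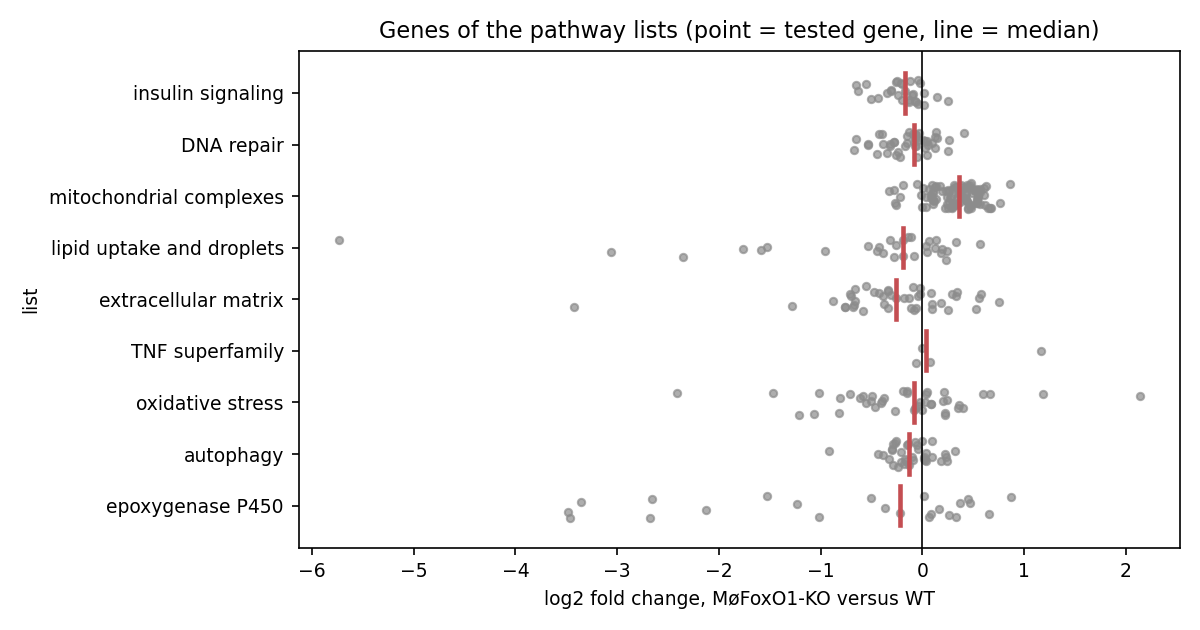
Log2 fold change of MøFoxO1-KO versus WT livers (x axis) for each tested gene of the pathway lists (y axis), with the median of each list as a vertical line. The mitochondrial list lies to the right of 0 with a median of 0.36, and the medians of the other lists lie between -0.26 and 0.04.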

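Figure 7B shows 78 genes, and 74 of them passed the filter on low counts. All 74 had an unadjusted P under 0.05, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment called 8 of them, 4 higher and 4 lower in MøFoxO1-KO livers. Maoa (log2 fold change -1.40) and Mgst3 (-1.07) had an adjusted P of 0.0338 each by that test with Benjamini-Hochberg adjustment but fell short of the limit on the fold change. By DESeq2's Wald test, all 78 genes had a Benjamini-Hochberg adjusted P under 0.05, and 51 also changed by more than 1.5 on the log2 scale, 35 higher and 16 lower. The other 27 were all lower in MøFoxO1-KO livers. In 61 of the 78 genes the normalized counts of the groups did not overlap. From these profiles the paper proposes that the changes in expression go with better insulin sensitivity and with less inflammation, fat, apoptosis and scarring in the livers of NASH diet–fed MøFoxO1-KO mice.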

To corroborate these results, we verified the expression profiles of key genes involved in hepatic inflammation, insulin action, steatosis, and fibrosis in both up- and downregulated DEG lists, using a real-time qRT-PCR assay (Supplemental Figure 6).

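Trem2 (ENSMUSG00000023992, chromosome 17 of GRCm38 from 48346401 to 48354147) had 57, 21, 96 and 12 counts in WT replicates 22 to 25 and 0, 2, 7 and 2 counts in MøFoxO1-KO replicates 26 to 29. Normalized counts of Trem2 were 43.7 ± 34.9 (SD, n = 4) in WT and 2.82 ± 2.77 (SD, n = 4) in MøFoxO1-KO livers (exact permutation test, P = 0.0286). The log2 fold change of -3.88 had a standard error of 0.84 and was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted P = 0.0983). Over the alternatives, the adjusted P ranged from 1.9e-04 with DESeq2's Wald test to 0.31 without MøFoxO1-KO replicate 27, and edgeR without a filter on low counts also called Trem2 (0.017, Benjamini-Hochberg adjustment in each). Ordered by decrease, Trem2 was number 4 of the tested genes, and ordered by P it was number 121. Among the 583 genes with an adjusted P under 0.05 in DESeq2, Benjamini-Hochberg adjusted, it was number 65 by P and number 12 by decrease.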

Interestingly, at the top of the DEG list is the *Trem2* gene whose expression was significantly downregulated (Figure 7B), correlating with the attenuation of hepatic inflammation and amelioration of NASH in MøFoxO1-KO mice. We validated these findings in the liver of MøFoxO1-KO versus WT mice on both HFD and NASH diet conditions (Supplemental Figures 6 and 9). A biomarker of NASH-associated macrophages, *Trem2* expression is markedly upregulated in hepatic macrophages of both mice and humans with NASH (44). Our data along with previous findings spotlight the physiological importance of *Trem2* in macrophage homeostasis, suggesting that macrophage Trem2 deregulation may play a pivotal role in the etiology of NASH.

### Mechanism of FoxO1-mediated inhibition of M2 macrophage polarization.

To understand the mechanism by which FoxO1 regulates macrophage activation, we hypothesized that FoxO1 suppresses M2 macrophage polarization by antagonizing Stat6 — a key transcription factor that functions to prime M2 macrophage polarization in response to IL-4 or IL-13 (10, 11, 45). Consistent with this hypothesis, FoxO1 and Stat6 are reciprocally regulated, culminating in increased FoxO1 activity and decreased Stat6 activity in activated macrophages in obesity and type 2 diabetes (5, 10, 11, 26, 37, 38, 46). To address this hypothesis, we performed a coimmunoprecipitation assay using anti-FoxO1 and anti-Stat6 antibodies, demonstrating that FOXO1 and STAT6 proteins form complexes in human THP-1 macrophages (Figure 8, A–F). We then postulated that FoxO1 physically binds and functionally inhibits *Stat6* transcriptional activity. To test this hypothesis, we determined the effect of FoxO1 on Stat6 activity by transfecting a plasmid encoding the *Stat6* target promoter–driven luciferase reporter system into RAW264.7 macrophages that were pretransduced with adenovirus expressing the ADA mutant (T24A/S253D/S316A) of FoxO1 (Adv-FoxO1-ADA) or Adv-Empty vector. We chose to express FoxO1-ADA because this constitutively active FoxO1 remains in the nucleus irrespective of extracellular factors such as insulin or cytokines in culture medium. This provided a gain-of-function approach to determining the impact of FoxO1 on Stat6 activity in macrophages in response to IL-4, an antiinflammatory cytokine that acts to *trans*-activate *Stat6* for priming macrophages for M2 polarization (10, 11, 45). We showed that FoxO1 gain of function suppressed IL-4–induced Stat6 activity in macrophages, as reflected in FoxO1-mediated inhibition of luciferase activity in RAW264.7 cells (Figure 8G).

To corroborate these studies, we determined the inhibitory effect of FoxO1 on Stat6 activity in THP-1 macrophages, demonstrating that FoxO1 gain of function resulted in a significant reduction in macrophage expression of STAT6 and its target genes encoding PPAR-γ, PPAR-δ, ARG1, FIZZ1, MRC1, MGL, and CHI3L1 (Figure 8H). In contrast, PPAR-α expression was increased in IL-4–stimulated THP-1 macrophages with adenovirus-mediated FoxO1-ADA production (Figure 8H).

We then replicated these studies in human primary hepatic macrophages, derived from explanted liver specimens of deidentified donors. Adenovirus-mediated FoxO1-ADA production resulted in a significant reduction in macrophage expression of STAT6 and its targets, including PPAR-γ, PPAR-δ, ARG1, FIZZ1, MGL, and CHI3L1 in human primary macrophages in the presence of IL-4 (Figure 8I). These results suggest that FoxO1 acts to inhibit M2 macrophage polarization by counteracting Stat6 activity and suppressing the expression of Stat6 target genes in macrophages.

### Macrophage FOXO1 is deregulated in the liver of human patients with NASH.

To address the clinical significance of macrophage FOXO1 activity in the pathogenesis of hepatic inflammation and NASH, we determined hepatic FOXO1 expression in the liver of patients with NASH. We obtained liver biopsies from humans without (normal, *n* = 16) and with NASH (NASH, *n* = 16) in both sexes (Supplemental Table 2). Histological examination of liver biopsies revealed the presence of excess lipid deposition and fibrosis in the liver of patients with NASH (Figure 9, A and B). We confirmed these results by quantifying hepatic lipid content. Patients with NASH, as opposed to normal subjects, had a marked elevation in hepatic TG and cholesterol levels (Figure 9, C and D).

We then subjected liver biopsies to anti-FOXO1 and anti-F4/80 immunohistochemistry, revealing that FOXO1 protein levels were increased in hepatic macrophages in the liver of patients with NASH (Figure 9, E and F). We recapitulated this finding by real-time qRT-PCR assay, revealing that hepatic mRNA expression of FOXO1, but not FOXO3 and FOXO4, was significantly upregulated in patients with NASH (Figure 9G). This effect was correlated with significantly increased expression of mRNAs encoding proinflammatory cytokines and chemokines such as IL-1β, IL-6, TNF-α, MCP1, CXCL9, CXCL10, and CXCL11 in the liver of patients with NASH. We also detected a significant induction of hepatic expression of antiinflammatory cytokine IL-10 mRNA in liver biopsies with NASH (Figure 9G). This effect might reflect a compensatory action of IL-10 in response to hepatic steatosis and inflammation. Furthermore, we showed that liver biopsies with NASH had a significant upregulation of fibrogenic genes coding for TGF-β, ACTA2, and TIMP1 (Figure 9G), consistent with NASH scores in patients with NASH (Supplemental Table 2). These clinical data indicate that human FOXO1 becomes deregulated in hepatic macrophages, correlating with the development of hepatic inflammation, steatosis, and fibrosis in patients with NASH.

## Discussion

NAFL is caused by excessive fat deposition in the liver and is prevalent in obesity. NAFL appears asymptomatic and innocuous, but its transition to NASH is fraught with deleterious effects on the liver, which can predispose at-risk individuals to developing cirrhosis and liver cancer (2). There is clinical evidence that NASH with advanced fibrosis is an independent risk factor for the liver-associated mortality (3). Nonetheless, the mechanism underlying the disease progression from NAFL to NASH remains unclear (4). Although hepatic inflammation, characterized by proinflammatory cytokine profiles secondary to abnormal macrophage activation, is regarded as a contributing factor that catalyzes the transition from NAFL to NASH (5), genetic factors that are responsible for abnormal macrophage activation in response to metabolic stress such as overnutrition are poorly characterized. Here we showed that one such genetic factor is FoxO1, whose activity in tissue macrophages is functionally integrated with macrophage activation. FoxO1 was markedly upregulated in tissue macrophages in the liver and adipose tissues, coinciding with the induction of proinflammatory profiles and insulin resistance in dietary obese mice. Myeloid FoxO1 depletion skewed macrophage polarization from proinflammatory M1 to the antiinflammatory M2 phenotype, accompanied by a reduction in macrophage infiltration in the liver and adipose tissue. These effects contributed to the reduction in hepatic inflammation and improvement of insulin sensitivity in dietary obese mice. As a result, mice with myeloid FoxO1 deficiency were protected from developing glucose intolerance, insulin resistance, and fasting hyperinsulinemia in response to prolonged HFD feeding. Furthermore, myeloid FoxO1–deficient mice, as opposed to WT littermates, had significantly increased energy expenditure in both light and dark cycles. This effect contributed to the improvement of hepatic insulin sensitivity and lipid metabolism and amelioration of NAFL in HFD-fed MøFoxO1-KO mice. We recapitulated these findings in myeloid FoxO1–deficient mice on a NASH diet. Of striking significance, we showed that myeloid FoxO1 depletion–mediated improvement of hepatic inflammation translated into a significant beneficial effect on NASH, culminating in the reduction in hepatic injury and fibrosis in myeloid FoxO1–deficient versus WT littermates on a NASH diet. Together, these results characterize FoxO1 as a pivotal factor in regulating macrophage activation in response to overnutrition, suggesting that myeloid FoxO1 dysregulation is liable for linking overnutrition to abnormal macrophage activation and this effect perpetuates hepatic inflammation and catalyzes the evolution of NAFL to NASH in obesity.

What is the clinical significance of these findings? There is evidence that individuals harboring FOXO1 variants are associated with increased risk of developing obesity and type 2 diabetes (47). These findings, which were recapitulated in multiple ethnic groups, underscore the physiological importance of human FOXO1 in metabolic disease (47–50). Indeed, clinical studies revealed a marked upregulation of hepatic FOXO1 activity in liver biopsies of patients with NASH (51). Likewise, FoxO1 upregulation is detectable in the liver, correlating with the pathogenesis of NAFL, in a number of models including dietary obese mice, diabetic *db/db* mice, and high fructose–fed hamsters (33, 36, 52). Nonetheless, these clinical and preclinical studies fail to reveal the cell type in the liver that is responsible for NAFL. Our studies illustrate the importance of hepatic macrophages with altered FoxO1 activity in the pathogenesis of NASH. In response to obesity or insulin resistance, FoxO1 activity is upregulated in hepatic and adipose tissue macrophages, contributing to hepatic inflammation and NASH. We reproduced this finding in the liver of dietary obese mice and liver biopsies of human patients with NASH.

How does FoxO1 regulate macrophage activation? Critical for abnormal macrophage activation is NF-κB, a nuclear factor that acts downstream of TLR4 to mediate the stimulatory effect of palmitates and LPS on proinflammatory genes (53). FoxO1 signaling through TLR4 in macrophages potentiates inflammation in adipose tissue of obese mice (38). FoxO1 targets the IL-1β gene for *trans*-activation to stimulate macrophage IL-1β production in response to LPS (37), suggesting that FoxO1 directly promotes macrophage M1 polarization in response to inflammatory stimuli. However, this mechanism falls short of explaining why insulin resistance provokes macrophage activation (54). Although macrophage FoxO1 activity is upregulated, coinciding with the onset of proinflammatory profiles in activated macrophages, FoxO1 neither interacts with p50 or p65 subunits of NF-κB nor affects macrophage expression of NF-κB subunits in inflammatory macrophages (37). These data argue for additional mechanisms by which FoxO1 regulates macrophage activation. Here we revealed that FoxO1 acts to antagonize Stat6 — a key nuclear factor that functions to prime macrophage polarization toward the M2 phenotype. FoxO1 gain of function impairs the ability of Stat6 to promote macrophage M2 polarization. We reproduced these findings in THP-1 macrophages and human primary macrophages. Furthermore, we detected a significant increase in the M2 macrophage population, concomitant with a corresponding decrease in the M1 macrophage population, in the liver of HFD-fed MøFoxO1-KO mice. As a result, MøFoxO1-KO mice, relative to WT littermates, exhibited significantly reduced macrophage infiltration in the liver, in keeping with the observation that hepatic Ccr2 expression along with plasma Mcp1 levels was significantly reduced in HFD-fed MøFoxO1-KO mice. Ccr2 is a target of FoxO1 and is responsible for mediating the chemoattractant action of Mcp1 in regulating macrophage migration and infiltration (55). These results elucidate the physiological importance of FoxO1 in regulating macrophage activation and tissue infiltration. Mechanistically, FoxO1 acts as an inhibitor of macrophage M2 polarization. Increased FoxO1 activity, resulting from insulin resistance, acts to suppress M2 polarization in favor of macrophage M1 polarization in obesity (Figure 10). In support of this notion, Kubota et al. (56) showed that IL-4 signaling through Irs2 inhibits FoxO1 activity in macrophages. Myeloid Irs2 deficiency results in enhanced FoxO1 activity in macrophages, which impairs IL-4–induced M2 macrophage activation and predisposes to developing dietary obesity and hyperinsulinemia in mice (56). In contrast, we showed that myeloid FoxO1 deficiency protected mice from developing diet-induced inflammation and insulin resistance, a beneficial effect that halted the progression of NAFL to NASH in MøFoxO1-KO mice on a NASH diet. Our findings along with previous results reinforce the idea that FoxO1 connects overnutrition and insulin resistance to abnormal macrophage activation, contributing to chronic low-grade inflammation and NASH in obesity.

Hepatic macrophages crosstalk to hepatocytes to affect hepatic lipid metabolism. To gain further mechanistic insight into the protective action of myeloid FoxO1 deficiency against overnutrition-induced NASH, we performed comparative liver transcriptome analysis of RNA-Seq data, detecting a total of 342 DEGs in NASH diet–fed MøFoxO1-KO versus WT littermates. Among the 85 upregulated DEGs (Figure 7B), the energy homeostasis-associated gene (*Enho*) encodes adropin, a hepatokine whose function is positively associated with energy metabolism. 

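Enho (ENSMUSG00000028445, chromosome 4 of GRCm38 from 41638144 to 41640324) had 98.9 ± 48.5 normalized counts (SD, n = 4) in WT livers and 458 ± 263 (SD, n = 4) in MøFoxO1-KO livers. Each MøFoxO1-KO mouse exceeded each WT mouse (exact permutation test, P = 0.0286). Its log2 fold change was 2.21 with a standard error of 0.48 (edgeR, Benjamini-Hochberg adjusted P = 0.0994), so Enho was not called. The Wald test of DESeq2 called it (Benjamini-Hochberg adjusted P = 1.3e-04), and the fit of edgeR without a filter on low counts did as well (Benjamini-Hochberg adjusted P = 0.0118). The other alternatives gave Benjamini-Hochberg adjusted P between 0.0824 and 0.309. Leaving out single mice kept the log2 fold change between 1.81 and 2.48.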

Adropin deficiency is associated with steatosis and obesity (57). Conversely, transgenic adropin overproduction or exogenous adropin administration protects against fat-induced insulin resistance, glucose intolerance, and steatosis in dietary obese mice (57). 

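For Colgalt2 (ENSMUSG00000032649, chromosome 1 of GRCm38 from 152399830 to 152510695), WT livers had 8.51 ± 6.79 normalized counts (SD, n = 4) and MøFoxO1-KO livers 34.3 ± 15.0 (SD, n = 4). The groups overlapped (exact permutation test, P = 0.0571). Raw counts were as low as 1 in WT and 16 in MøFoxO1-KO mice, which limits the precision of the ratio. The log2 fold change of 2.00 (standard error 0.62) was not called by edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted P = 0.178). Among the alternatives, DESeq2's Wald test called it (Benjamini-Hochberg adjusted P = 0.0379), and the adjusted P otherwise stayed between 0.132 and 0.418.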

A second significant DEG is *Colgalt2* that encodes collagen β (1-O) galactosyltransferase 2, an enzyme that is critical for collagen glycosylation in the endoplasmic reticulum. Colgalt2 deficiency aggravates hepatic steatosis in mice on HFD (58). Using real-time qRT-PCR assay, we further validated that both adropin and Colgalt2 were significantly upregulated in the liver (Supplemental Figure 6), correlating with the reduction in steatosis and amelioration of NASH in MøFoxO1-KO mice. Our data characterize adropin and Colgalt2 as significant factors in the pathogenesis of NASH.

Among the 257 downregulated DEGs (Figure 7B), we revealed 4 distinct genes (*Cd36*, *Vldlr*, *Cidec*, and *Mogat1*) whose functions are critical for lipid metabolism. 

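Cd36 (ENSMUSG00000002944, chromosome 5 of GRCm38 from 17781690 to 17888801) fell from 5267 ± 702 normalized counts (SD, n = 4) in WT to 1755 ± 240 (SD, n = 4) in MøFoxO1-KO livers. Its log2 fold change was -1.59 with a standard error of 0.15 (edgeR, Benjamini-Hochberg adjusted P = 0.00935), the smallest P of all tested genes. Without WT replicate 23 the log2 fold change was -1.49, just under the limit, and in the other 7 fits that left out 1 mouse Cd36 was called. Vldlr (ENSMUSG00000024924, chromosome 19 from 27216484 to 27254231) had 320 ± 65.5 normalized counts (SD, n = 4) in WT and 111 ± 63.7 (SD, n = 4) in MøFoxO1-KO livers. At a log2 fold change of -1.53 (standard error 0.34), Vldlr was not called (edgeR, Benjamini-Hochberg adjusted P = 0.102), but it was called without MøFoxO1-KO replicate 29 (log2 fold change -1.97, edgeR, Benjamini-Hochberg adjusted P = 0.0339), by edgeR without a filter (0.0178) and by DESeq2 (0.00101, both Benjamini-Hochberg adjusted). Its adjusted P over the alternatives for single genes ranged from 0.00101 to 0.309 (Benjamini-Hochberg).

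Cidec (ENSMUSG00000030278, chromosome 6 from 113424634 to 113435760) had 1271 ± 419 normalized counts (SD, n = 4) in WT and 152 ± 112 (SD, n = 4) in MøFoxO1-KO livers, and was called with a standard error of 0.46 (edgeR, Benjamini-Hochberg adjusted P = 0.0338). That call held in 1 of the 8 fits that left out 1 mouse, the fit without MøFoxO1-KO replicate 28 (log2 fold change -3.70, edgeR, Benjamini-Hochberg adjusted P = 0.00455), while in the other fits the Benjamini-Hochberg adjusted P of edgeR lay between 0.0542 and 0.135. The robust fit of edgeR did not call Cidec either (Benjamini-Hochberg adjusted P = 0.063). Mogat1 (ENSMUSG00000012187, chromosome 1 from 78510991 to 78538173) fell from 267 ± 144 normalized counts (SD, n = 4) to 52.5 ± 12.7 (SD, n = 4), a log2 fold change of -2.35 (standard error 0.36; edgeR, Benjamini-Hochberg adjusted P = 0.0338). Its call was lost in 5 of those 8 fits, with a highest Benjamini-Hochberg adjusted P of 0.122 in edgeR without MøFoxO1-KO replicate 27, and limma-voom did not call it (Benjamini-Hochberg adjusted P = 0.101). For each of these 4 genes, every MøFoxO1-KO mouse lay below every WT mouse.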

CD36, known as fatty acid translocase, is responsible for facilitating intracellular fatty acid update and trafficking. Hepatic CD36 overproduction increases fatty acid intake, contributing to steatosis (59), whereas hepatic CD36 depletion protects against fat-induced steatosis in HFD-fed mice (60). Hepatic CD36 expression is upregulated in patients with obesity and NAFL (61). Likewise, VLDLR functions to mediate intracellular update of TG-rich lipoprotein particles. Hepatic VLDLR expression, which is maintained at the baseline, is significantly upregulated in obesity. Elevated VLDLR expression is associated with hepatic endoplasmic reticulum stress and NAFL in mice (62, 63). Conversely, *Vldlr*-deficient mice are protected from developing HFD-induced steatosis and obesity (64). *Cidec* encodes a lipid droplet–binding protein, known as Fsp27, that acts in concert with Plin1 to promote lipid droplet enlargement and storage in cells (65). *Cidec* is undetectable in normal liver, but its expression is markedly induced in steatotic liver (66). Hepatic *Cidec* knockdown protects against fat-induced steatosis and obesity in mice (67). Hepatic *Cidec* overexpression is associated with alcoholic steatohepatitis in rodents and humans (68). *Mogat1* encodes monoacylglycerol acyltransferase (Mgat), a cytoplasmic enzyme that converts monoacylglycerol to diacylglycerol (DAG), a lipid that acts via PKC-ε to dampen insulin signaling (69). Hepatic *Mogat1* knockdown enhances insulin sensitivity and improves glucose and lipid metabolism in *ob/ob* and dietary obese mice (70). We found that *Cd36*, *Vldlr*, *Cidec*, and *Mogat1* were significantly downregulated in the liver, as verified further by real-time qRT-PCR assay (Supplemental Figure 6), consistent with the amelioration of NASH in MøFoxO1-KO mice.

In addition, our RNA-Seq assay detected a significant reduction in *Col1a1*, the gene that encodes a key enzyme responsible for type 1 collagen synthesis (Figure 7B). This effect was accompanied by the downregulation of Timp1, Mmp12, and Mmp13, three key factors in extracellular matrix organization (Figure 7B). 

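Col1a1 (ENSMUSG00000001506, chromosome 11 of GRCm38 from 94936224 to 94953042) had 372 ± 114 normalized counts (SD, n = 4) in WT and 153 ± 89.9 (SD, n = 4) in MøFoxO1-KO livers (exact permutation test, P = 0.0286). The decrease of -1.28 in log2 fold change (standard error 0.42) passed neither threshold in edgeR's quasi-likelihood test (Benjamini-Hochberg adjusted P = 0.193). DESeq2's Wald test gave a Benjamini-Hochberg adjusted P of 0.0466 with a log2 fold change of -1.28, and the other alternatives gave Benjamini-Hochberg adjusted P between 0.114 and 0.362. With the limit on higher genes only, a setting chosen after seeing the data, DESeq2 called Col1a1.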

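Mmp12 (ENSMUSG00000049723, chromosome 9 of GRCm38 from 7344381 to 7369499) had 139 ± 110 normalized counts (SD, n = 4) in WT and 13.1 ± 11.6 (SD, n = 4) in MøFoxO1-KO livers, and the groups overlapped (exact permutation test, P = 0.0571). The log2 fold change was -3.43 with a standard error of 0.74 (edgeR, Benjamini-Hochberg adjusted P = 0.0978), so Mmp12 was not called, although edgeR without a filter called it (Benjamini-Hochberg adjusted P = 0.0117). Timp1 and Mmp13 did not pass the filter on low counts, and their values come from the fit without that filter. Timp1 (ENSMUSG00000001131, chromosome X from 20870166 to 20874735) had between 9 and 46 counts in WT and between 1 and 6 in MøFoxO1-KO mice, with a log2 fold change of -2.38 (standard error 0.66; edgeR without a filter, Benjamini-Hochberg adjusted P = 0.125). WT replicate 24 held the highest Timp1 count, and without it the log2 fold change was -1.66. Mmp13 (ENSMUSG00000050578, chromosome 9 from 7272514 to 7283333) had between 5 and 36 counts in WT mice and at most 3 in MøFoxO1-KO mice, at least 5.99-fold lower in MøFoxO1-KO livers. Without a filter, edgeR's quasi-likelihood test called Mmp13 (Benjamini-Hochberg adjusted P = 0.0307), and the call was lost without WT replicate 24 (0.083), MøFoxO1-KO replicate 26 (0.0534) or MøFoxO1-KO replicate 27 (0.0906, all Benjamini-Hochberg adjusted). DESeq2's Wald test called Mmp12, Mmp13 and Timp1 (Benjamini-Hochberg adjusted P = 0.00366, 0.00393 and 0.0384).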

We further validated these findings by real-time qRT-PCR assay (Figure 6F). Together, these results corroborate the observation that MøFoxO1-KO mice, as opposed to WT littermates, were protected from developing fibrosis in response to NASH diet feeding (Figure 6, A and B).

Furthermore, we revealed a significant downregulation of *Trib3* and *Cers6* (Figure 7B) whose gene products are characterized as negative regulators of insulin sensitivity. 

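Trib3 (ENSMUSG00000032715, chromosome 2 of GRCm38 from 152337422 to 152344032) had 310 ± 38.8 normalized counts (SD, n = 4) in WT and 152 ± 41.0 (SD, n = 4) in MøFoxO1-KO livers, a log2 fold change of -1.03 (standard error 0.20; edgeR, Benjamini-Hochberg adjusted P = 0.0799). Cers6 (ENSMUSG00000027035, chromosome 2 from 68861441 to 69114282) had 235 ± 32.4 (SD, n = 4) and 132 ± 47.7 (SD, n = 4) normalized counts, a log2 fold change of -0.83 (standard error 0.24; edgeR, Benjamini-Hochberg adjusted P = 0.15). The groups did not overlap for either gene (exact permutation test, P = 0.0286 for each), and neither gene was called. DESeq2's Wald test gave Benjamini-Hochberg adjusted P of 6.9e-04 for Trib3 and 0.0399 for Cers6, with both log2 fold changes short of the limit. With the limit on higher genes only, a setting chosen after seeing the data, DESeq2 called both genes.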

*Trib3* encodes tribbles homolog 3 that acts to impair insulin action by inhibiting Akt activity in the liver (71). *Cers6* encodes ceramide synthase 6 that is responsible for synthesizing C16:00 ceramides, a sphingolipid that is characterized as a pathological driver for insulin resistance (72, 73). Cers6 inhibition, stemming from *Cers6* knockout or *Cers6* knockdown, suppresses C16:00 ceramide production and protects against steatosis and insulin resistance in *ob/ob* and dietary obese mice (74). Using real-time qRT-PCR assay, we confirmed that both *Trib3* and *Cers6* were downregulated in the liver (Supplemental Figure 6), consistent with improved insulin sensitivity in MøFoxO1-KO mice on HFD and NASH diets.

Strikingly, we detected a significant upregulation of 8 distinct genes in the major urinary protein (Mup) superfamily, including *Mup1*, *Mup7*, *Mup12*, *Mup14*, *Mup16*, *Mup21*, *Mup-ps6*, and *Mup-ps15* (Supplemental Figure 7). 

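All 8 Mup genes lie on chromosome 4 of GRCm38, between 60066469 at Mup7 and 62150863 at Mup21. For each of them, every MøFoxO1-KO mouse had more normalized counts than every WT mouse (exact permutation test, P = 0.0286 for each gene). Mup1 (ENSMUSG00000078683) rose from 40.8 ± 15.3 (SD, n = 4) to 350 ± 164 (SD, n = 4) normalized counts with a standard error of 0.39 on the log2 scale (edgeR, Benjamini-Hochberg adjusted P = 0.0171). Mup12 (ENSMUSG00000094793) rose from 107 ± 72.1 (SD, n = 4) to 1305 ± 735 (SD, n = 4) with a standard error of 0.53 (edgeR, Benjamini-Hochberg adjusted P = 0.0338). Mup1 and Mup12 were the only genes of the 8 that edgeR's quasi-likelihood test called. Log2 fold changes were 5.31 for Mup7, 4.21 for Mup16, 3.53 for Mup-ps6, 2.91 for Mup14, 2.64 for Mup21 and 2.61 for Mup-ps15, with adjusted P between 0.0654 for Mup21 and 0.102 for Mup-ps6 (edgeR, Benjamini-Hochberg). Mup-ps15 did not pass the filter on low counts, and its value comes from the fit without that filter (edgeR, Benjamini-Hochberg adjusted P = 0.08). DESeq2's Wald test called all 8 genes, while limma-voom did not call Mup1 (Benjamini-Hochberg adjusted P = 0.065) and the robust fit did not call Mup12 (0.063, Benjamini-Hochberg adjusted). Mup12 lost its call in 5 of the 8 fits without 1 mouse, with Benjamini-Hochberg adjusted P up to 0.0799 in edgeR. Of the calls without 1 mouse, Mup16 and Mup21 were called without MøFoxO1-KO replicate 28 (edgeR, Benjamini-Hochberg adjusted P = 0.0306 and 0.0159), Mup-ps15 without the same mouse (0.0418) and Mup-ps6 without WT replicate 23 (0.03), while Mup1 was not called without WT replicate 25 (0.0513) or MøFoxO1-KO replicate 26 (0.0523, all Benjamini-Hochberg adjusted). Mup genes are near-identical copies, and the paper's text does not name how reads that match several of them were counted, so the split of counts between them is uncertain.

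Summed over all 48 annotated Mup genes, normalized counts were 2.15-fold higher in MøFoxO1-KO livers (exact permutation test, P = 0.0286). Mup3 and Mup20 held 95.6% of these counts in WT livers. Over the 23 Mup genes tested, 20 were higher and 3 lower, with a median log2 fold change of 1.85 (camera, Benjamini-Hochberg adjusted P = 2.7e-10). Adjusted over the list alone, 9 were higher with an adjusted P under 0.05 (edgeR, Benjamini-Hochberg), a count that includes genes the study chose on these mice and is not independent evidence. Without MøFoxO1-KO replicate 27 the median was 0.42, and over the 16 genes that the paper does not name it was 0.71 (Benjamini-Hochberg adjusted P = 0.0825 with camera, 0.605 with fry and 0.798 with an estimated correlation). For the whole family, the Benjamini-Hochberg adjusted P ranged from 6.2e-19 in camera without MøFoxO1-KO replicate 29 to 0.279 with an estimated correlation.

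**Figure D2:**
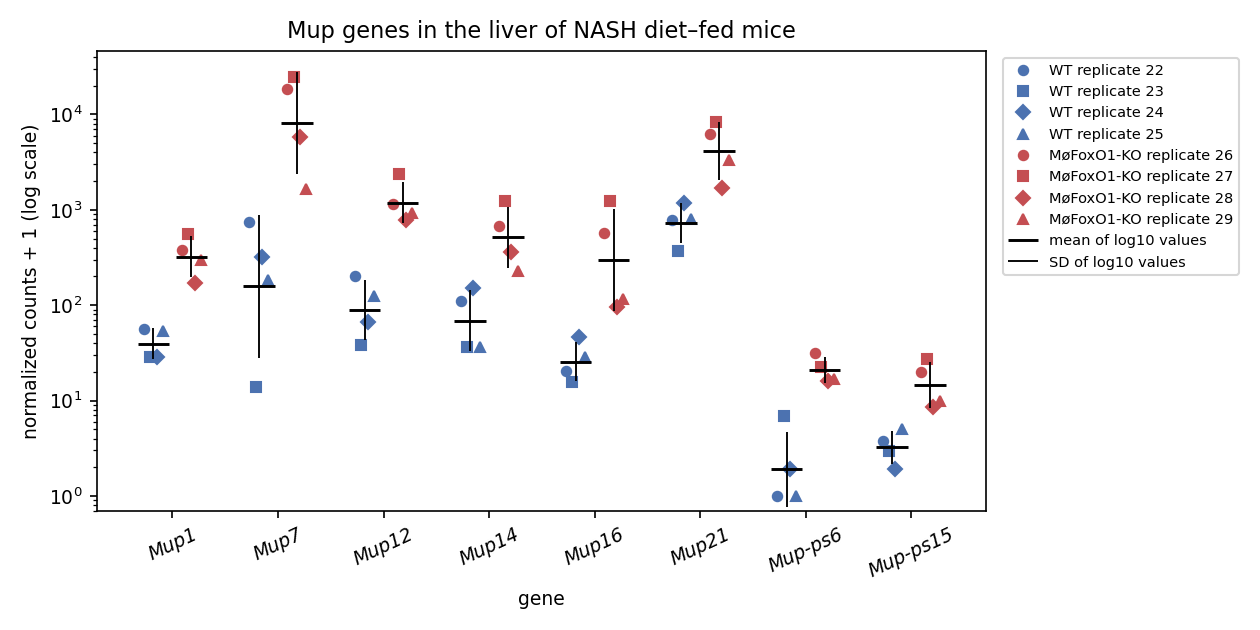
Normalized counts plus 1 on a log axis (y) of 8 Mup genes (x) in each mouse, with the mean and SD of the log10 values of each group. All MøFoxO1-KO mice lie above all WT mice for each gene, and for Mup7 the WT mice range from 12.8 to 748 normalized counts.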

Mups are of low molecular weight (10–20 kDa) and belong to the lipocalin superfamily. This family of proteins is characterized by an 8-stranded antiparallel β-sheets forming an evolutionarily conserved barrel ligand-binding structure that is responsible for transporting small hydrophobic molecules such as steroids, odorants, retinoids, and lipids (75). Secreted mainly from the liver into the blood and excreted into urine, Mups function as pheromones to promote aggression in males and sexual attractiveness for females in rodents (75). Hepatic Mup production is suppressed in insulin-resistant liver in obese and diabetic mice (76). Likewise, hepatic expression of Mups is markedly downregulated by caloric restriction in mice (77). In contrast, intravenous injection of recombinant Mup1 proteins increases energy expenditure and physical activity, contributing to the improvement of whole-body insulin sensitivity in obese mice (76). Mup1 has been shown to suppress hepatic gluconeogenesis and improve glucose metabolism in obese mice (78). Thus, apart from their pheromonal action, Mups appear to play important roles in regulating energy homeostasis. 

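Cyp2a4, Cyp2a22, Cyp2b9 and Cyp2b13 lie on chromosome 7 of GRCm38 and Cyp2c38, Cyp2c40 and Cyp2c69 on chromosome 19. edgeR's quasi-likelihood test called 3 of them, all lower in MøFoxO1-KO livers. Cyp2a4 (ENSMUSG00000074254) fell from 168 ± 70.0 (SD, n = 4) to 16.1 ± 7.44 (SD, n = 4) normalized counts with a standard error of 0.40 on the log2 scale (edgeR, Benjamini-Hochberg adjusted P = 0.0147). Cyp2a22 (ENSMUSG00000091867) fell from 1061 ± 287 (SD, n = 4) to 165 ± 59.0 (SD, n = 4), a log2 fold change of -2.68 (standard error 0.30; edgeR, Benjamini-Hochberg adjusted P = 0.0136). Cyp2c38 (ENSMUSG00000032808) fell from 3349 ± 949 (SD, n = 4) to 769 ± 182 (SD, n = 4), a log2 fold change of -2.12 (standard error 0.24; edgeR, Benjamini-Hochberg adjusted P = 0.0136). Cyp2c38 kept its call in each of the 8 fits without 1 mouse, and Cyp2a22 lost it without WT replicate 25 (edgeR, Benjamini-Hochberg adjusted P = 0.0513). Log2 fold changes were -3.46 for Cyp2b13, -2.65 for Cyp2c40 and -1.53 for Cyp2b9, with adjusted P of 0.107, 0.102 and 0.131 (edgeR, Benjamini-Hochberg). The groups overlapped for Cyp2b9 and Cyp2b13 (exact permutation test, P = 0.0857 for both), and WT replicate 24 held the lowest WT value of both; without it Cyp2b13 was called (log2 fold change -3.84, edgeR, Benjamini-Hochberg adjusted P = 0.0438).

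Cyp2c69 did not pass the filter on low counts. It had between 3 and 100 counts in WT and at most 3 in MøFoxO1-KO mice, at least 10.3-fold lower in MøFoxO1-KO livers, a limit that falls to 2.72-fold without WT replicate 25, and without a filter it was not called (edgeR, Benjamini-Hochberg adjusted P = 0.0658). It was called without WT replicate 22 (0.0248), 23 (0.0297) or 24 (0.047, all Benjamini-Hochberg adjusted). WT replicate 25 had the highest counts of Cyp2c40 and Cyp2c69, and without it the log2 fold change of Cyp2c40 was -1.91. All 7 genes were called by DESeq2's Wald test. Cyp2 genes occur as close copies, and how shared reads were counted is not named in the paper's text. Over the 36 Cyp2 genes tested, 22 were higher and 14 lower in MøFoxO1-KO livers, with a median log2 fold change of 0.10 (camera, Benjamini-Hochberg adjusted P = 0.687). The median was 0.19 without WT replicate 25 and 0.03 without WT replicate 24, a fit in which camera placed the family lower (Benjamini-Hochberg adjusted P = 0.0332). Over the 29 Cyp2 genes that the paper does not name, the median was 0.22, on the side of higher expression (camera, Benjamini-Hochberg adjusted P = 0.0237). These 29 genes were not past the threshold with fry or an estimated correlation (Benjamini-Hochberg adjusted P = 0.352 and 0.687).

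**Figure D3:**
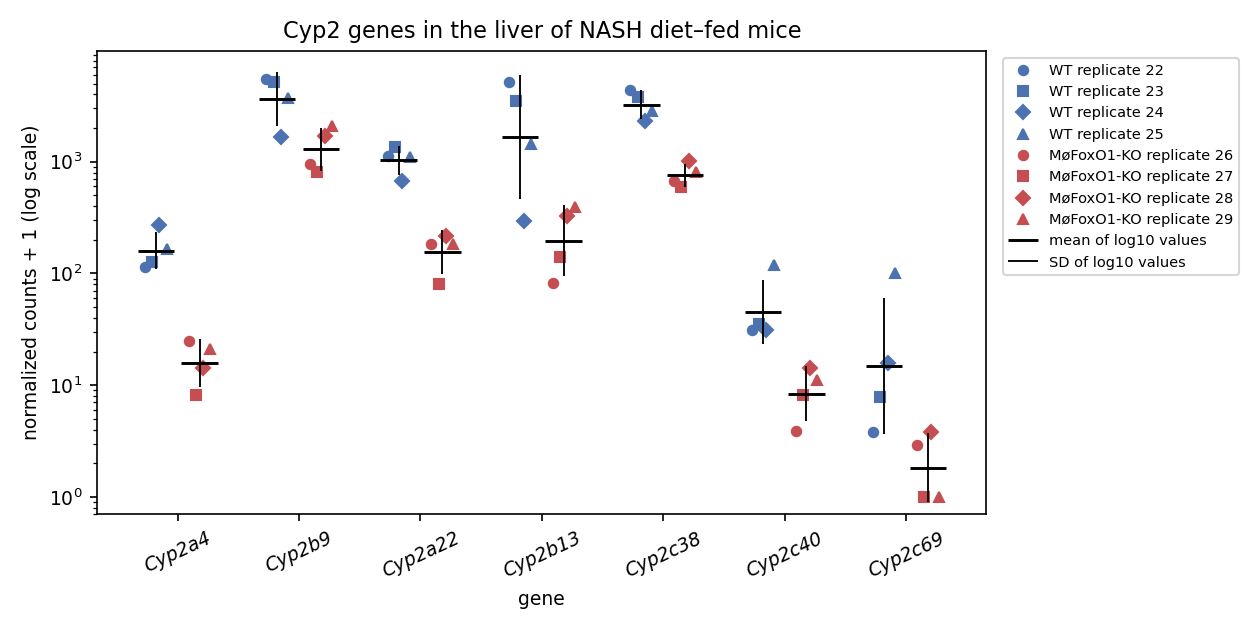
Normalized counts plus 1 on a log axis (y) of 7 Cyp2 genes (x) in each mouse, with the mean and SD of the log10 values of each group. The groups are apart for Cyp2a4, Cyp2a22, Cyp2c38 and Cyp2c40 and overlap for Cyp2b9, Cyp2b13 and Cyp2c69.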

Intriguingly, hepatic upregulation of the Mup superfamily is contrasted by the downregulation of *Cyp2-a4*, *Cyp2-a22*, *Cyp2-b9*, *Cyp2-b13*, *Cyp2-c38*, *Cyp2-c40*, and *Cyp2-c69*, 7 distinct members of the Cyp2 subfamily (Supplemental Figure 7). The Cyp2 subfamily belongs to the cytochrome P450 enzyme family of heme-containing proteins, whose functions are responsible for drug metabolism in the liver (79). These results were new and unexpected, as little is known about the roles of the Cyp2 superfamily in lipid metabolism. Although deregulation of the Cyp2 superfamily is associated with NASH in humans, the underlying pathophysiology is unknown (79). Further research is warranted to understand the physiology of differential regulation of the Mup versus Cyp2 superfamily in response to overnutrition and determine their respective contributions to NASH.

We would like to acknowledge a limitation in this study. Due to the ubiquitous nature of macrophages in tissue distribution, the *Lys2*-Cre system is expected to mediate the deletion of *loxP*-floxed genes in macrophages throughout the body. We noted that although MøFoxO1-KO mice, relative to WT littermates, gained less weight, there were no significant differences in food intake and body weight between MøFoxO1-KO and WT groups during a 34-week HFD feeding. These results seem at variance with the observation that MøFoxO1-KO mice had significantly increased energy expenditure, which contributed in part to the reduction in hepatic steatosis in MøFoxO1-KO mice on HFD. One potential variable accounting for this discordance between energy expenditure and body weight is *Lys2*-Cre–mediated FoxO1 depletion in tissue macrophages in the whole body. Here we focused primarily on the delineation of FoxO1 signaling in tissue macrophages in liver and adipose tissue, owing to the fact that tissue macrophages in the liver and adipose tissue collectively constitute the major source of total macrophages (>90% tissue macrophages) and circulating cytokines in the body. The brain also contains macrophages, known as microglial cells, that have been shown to modulate central inflammation and feeding in mice (80). Myeloid FoxO1 depletion in extrahepatic tissues including the brain might affect overnutrition-induced weight gain in MøFoxO1-KO mice. Another variable is urinary glucose excretion, an alternative route whereby the body can lose calories (81). It is possible that WT mice with HFD-induced hyperglycemia would lose more calories through urinary glucose excretion. This effect might offset the impact of increased energy expenditure on weight loss in MøFoxO1-KO versus WT littermates on HFD. Further research is needed to characterize the role of FoxO1 in microglia and macrophages in other peripheral tissues and determine its impact on central inflammation and energy homeostasis.

In conclusion, our studies characterize FoxO1 as a key factor for regulating macrophage activation. Macrophage FoxO1 activity, which remains at baseline in naive macrophages, is markedly upregulated in hepatic and adipose tissue macrophages in response to metabolic stress such as overnutrition and insulin resistance. This effect promotes abnormal macrophage activation and perpetuates hepatic inflammation, which exacerbates the disease progression from NAFL to NASH in obesity. While FoxO1 is hailed as a potential therapeutic target for metabolic disease (28, 82), our data suggest that pharmacological inhibition of FoxO1 activity in inflammatory macrophages could curb abnormal macrophage activation and mitigate tissue inflammation to improve insulin sensitivity and hepatic metabolism for preventing the development of NASH in metabolic disease.

## Methods

Further information about the methodology, including the statistical analyses, is included in Supplemental Methods. Information about the usage of chemical and biological reagents (Supplemental Table 3), antibodies (Supplemental Table 4), mouse-specific primers (Supplemental Table 5), and human-specific primers (Supplemental Table 6) are also included in the online Supplemental Material.

### Data availability.

RNA-Seq data containing liver transcriptomes of MøFoxO1-KO and WT littermates are available in the NCBI Gene Expression Omnibus (GEO GSE203227).

### Study approval.

All studies involving the use of laboratory mice were approved by the University of Pittsburgh Institutional Animal Care and Usage Committee (IACUC protocol no. 19065278).

## Author contributions

SL, TOU, and JY performed in vivo and in vitro experiments. GC, XW, GMC, CZ, JG, R McConnell, KK, JP, AO, and ASG performed in vitro experiments. DR conducted RNA-Seq data analysis. SS, SPM, and ADS performed liver histology. R Muzumdar participated in study design. AT performed studies in human liver biopsies. SL and HHD were responsible for conceptualization and data collection, analysis, and interpretation. HHD supervised the study and wrote the manuscript.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
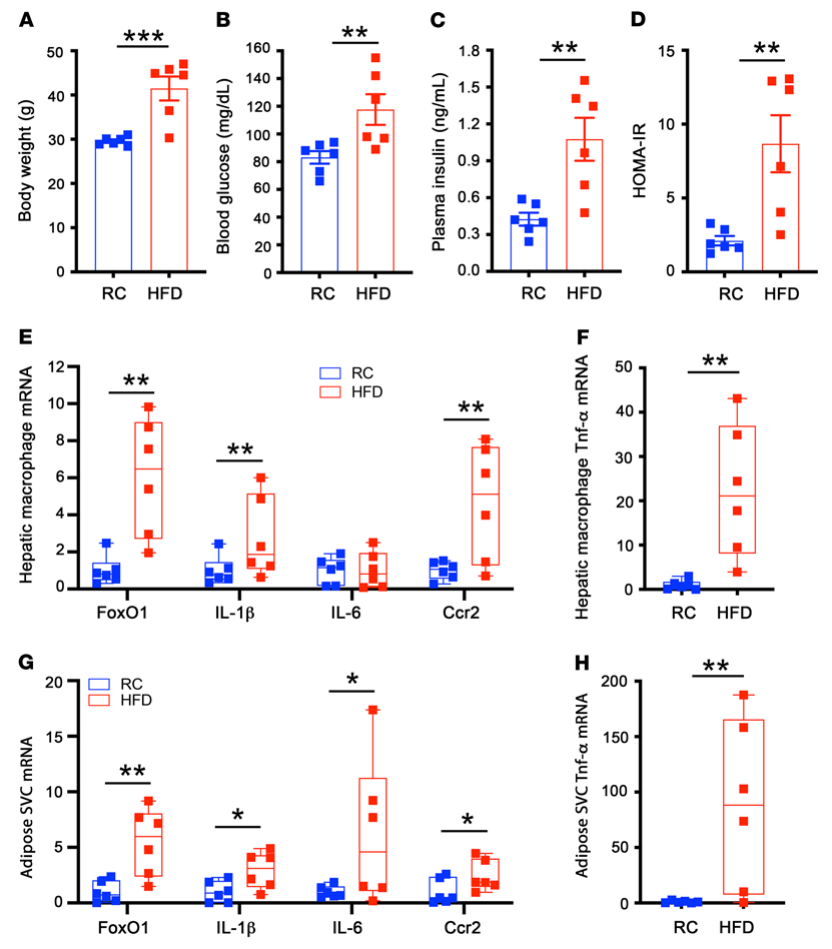
FoxO1 expression is upregulated in hepatic and adipose tissue macrophages in dietary obese mice. C57BL/6 mice (male, 8 weeks old) were fed RC and HFD for 8 weeks, followed by the isolation of hepatic macrophages from the liver and adipose stromal vascular cells (SVCs) from epididymal adipose tissues. Total RNAs were prepared from hepatic macrophages and SVCs and analyzed by real-time qRT-PCR. (**A**) Body weight. (**B**) Fasting blood glucose levels. (**C**) Fasting plasma insulin levels. (**D**) HOMA-IR. (**E**) Hepatic macrophage mRNA levels. (**F**) Hepatic macrophage TNF-α mRNA levels. (**G**) Adipose SVC mRNA levels. (**H**) Adipose SVC TNF-α mRNA levels. Fasting blood glucose and plasma insulin levels were determined after 16-hour fasting. Data are expressed as mean ± SEM (*n* = 6). Statistical analysis in **A–D**, **F**, and **H** was performed using a 2-tailed, unpaired *t* test, and in **E** and **G** using a 1-tailed, unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 2:**
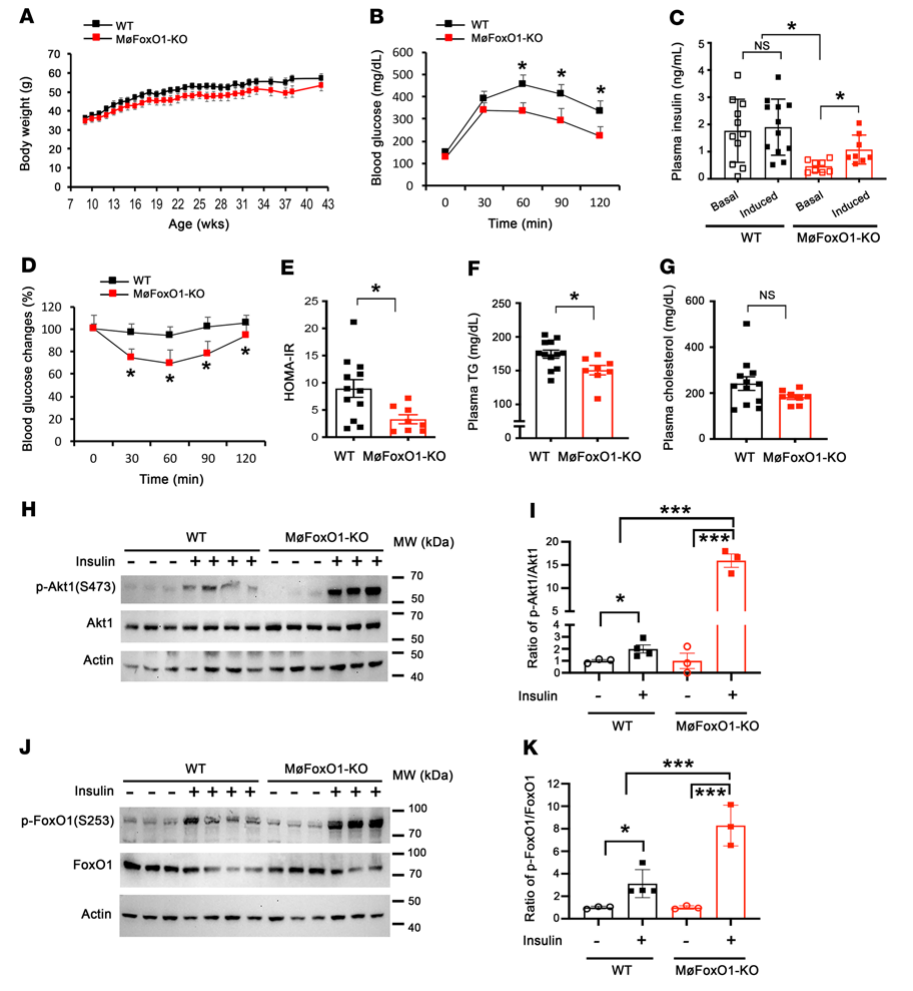
Myeloid FoxO1 depletion protects against HFD-induced insulin resistance and glucose intolerance. MøFoxO1-KO and WT littermates (male, 8 weeks old) were fed HFD for 34 weeks. (**A**) Body weight. (**B**) Glucose tolerance test. (**C**) Basal and glucose-stimulated insulin secretion. (**D**) Insulin tolerance test. (**E**) HOMA-IR. (**F**) Plasma TG levels. (**G**) Plasma cholesterol levels. (**H**) Anti-Akt1, anti–p-Akt1 (S473), and anti-actin immunoblots. WT and MøFoxO1-KO mice were fasted for 16 hours after 3 months of HFD feeding, followed by intravenous injection of insulin (5 IU/kg) or saline. Mice were euthanized 5 minutes after insulin or saline injection. Liver tissues were procured for the preparation of total liver proteins. Aliquots of liver proteins (15 μg) were analyzed by anti-Akt1 (or anti-FoxO1) and anti-p-Akt1 (or anti-p-FoxO1) immunoblotting, using anti-actin immunoblot as control. (**I**) Ratio of p-Akt1/Akt1 protein levels, as quantified from **H**. (**J**) Anti-FoxO1 and anti–p-FoxO1 (S253) immunoblot. (**K**) Ratio of p-FoxO1/FoxO1, as quantified from **J**. Data are expressed as mean ± SEM (*n* = 8–12). Statistical analysis in **A**, **B**, and **D–G** was performed using a 2-tailed, unpaired *t* test, and in **C**, **I**, and **K** using 1-way ANOVA with Tukey’s multiple-comparison test. *P < 0.05; ***P < 0.001. NS, not significant.

**Figure 3:**
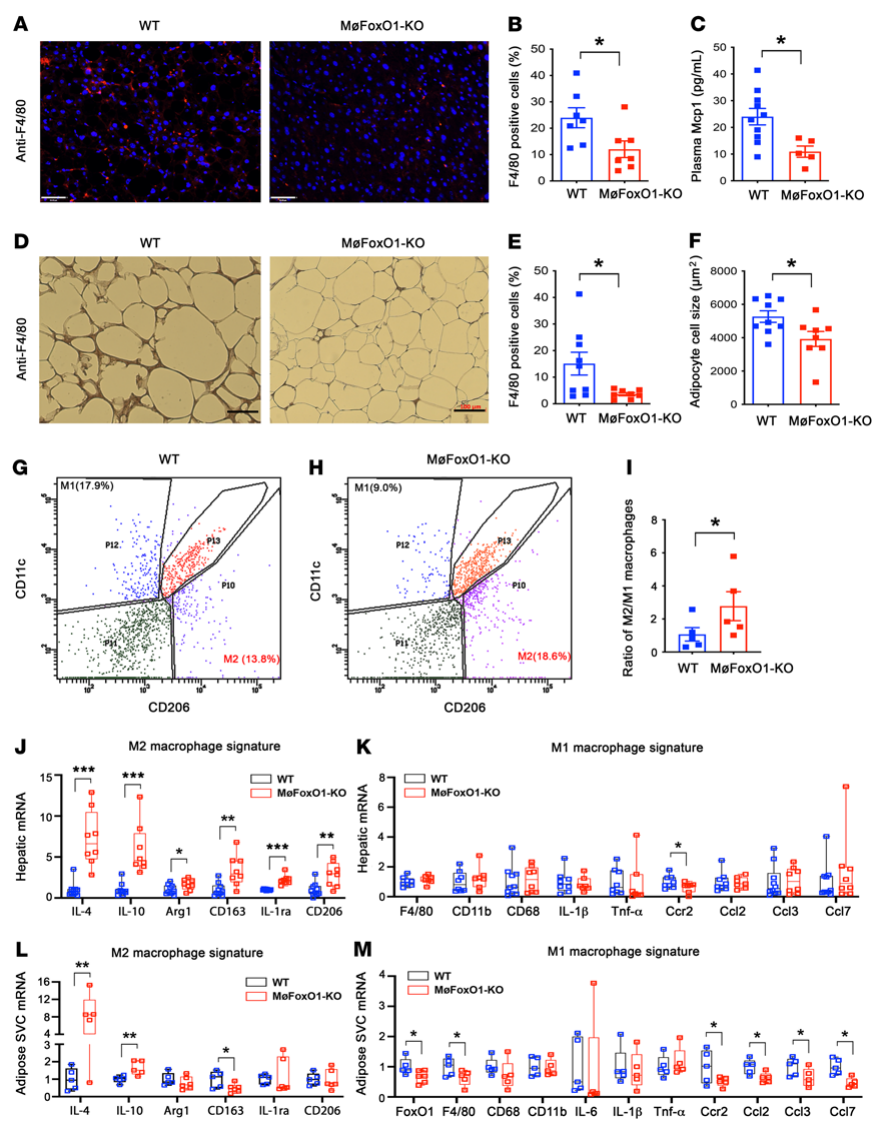
Myeloid FoxO1 depletion protects against HFD-elicited tissue inflammation. MøFoxO1-KO and WT littermates (male, 8 weeks old) were fed HFD for 34 weeks. Both groups of mice were then euthanized after 16-hour fasting. Liver and epididymal fat were procured for analysis. (**A**) Anti-F4/80 immunohistochemistry of liver sections (original magnification, ×20). Scale bars: 50 μm. (**B**) Percentage of F4/80 positively stained cells in liver. (**C**) Plasma Mcp1 levels. (**D**) Anti-F4/80 immunohistochemistry in epididymal adipose tissue sections (original magnification, ×10). Scale bars: 100 μm. (**E**) Percentage of F4/80 positively stained cells in adipose tissue. (**F**) Adipocyte cell size. (**G**) FACS analysis of hepatic macrophages isolated from HFD-fed WT mice. (**H**) FACS analysis of hepatic macrophages isolated from HFD-fed MøFoxO1-KO littermates. (**I**) Ratio of M2/M1 macrophages in the liver. (**J**) Hepatic mRNA expression profile of M2 macrophage signature. (**K**) Hepatic mRNA expression profile of M1 macrophage signature. (**L**) Adipose stromal vascular cell (SVC) mRNA expression profile of M2 macrophage signature. (**M**) Adipose SVC mRNA expression profile of M1 macrophage signature. Data are expressed as mean ± SEM (*n* = 7–9). Statistical analysis in **B**, **C**, **E**, **F**, **J**, and **L** was performed using a 2-tailed, unpaired *t* test, and in **I**, **K**, and **M** using a 1-tailed, unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 4:**
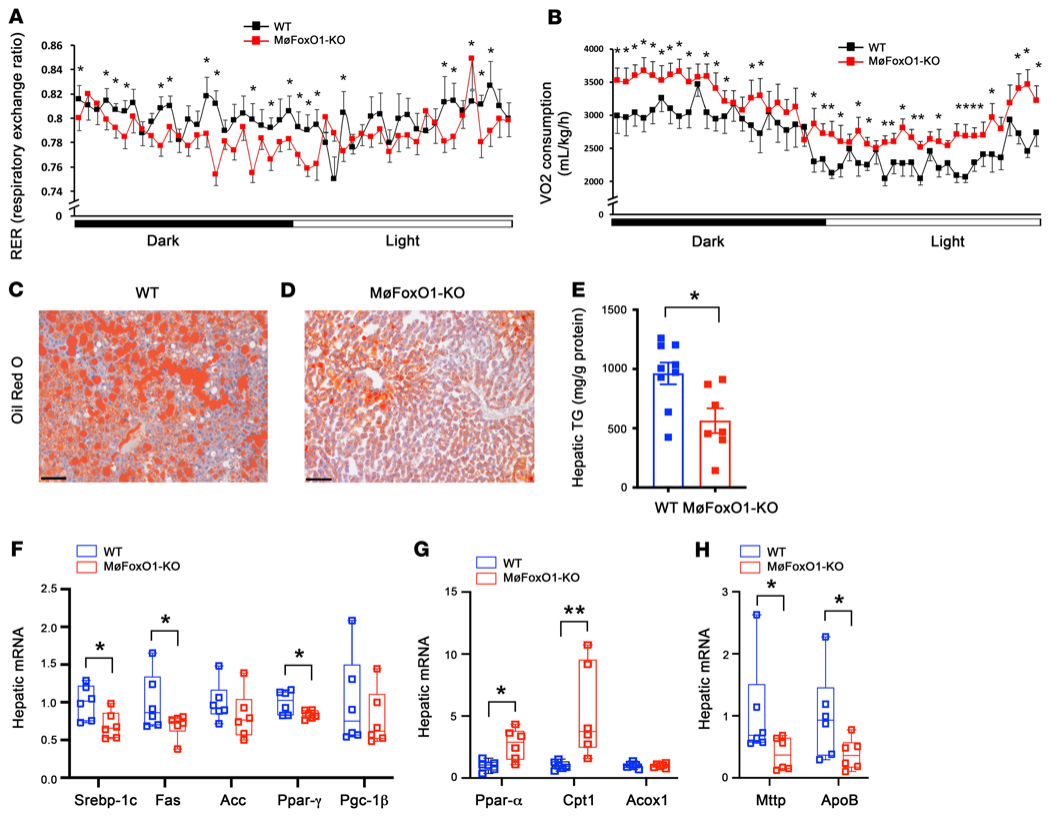
Myeloid FoxO1 depletion improves energy expenditure and ameliorates steatosis in dietary obese mice. MøFoxO1-KO and WT littermates (male, 8 weeks old) were fed an HFD for 34 weeks, followed by the determination of energy expenditure. (**A**) Respiratory exchange ratio (RER) in dark and light cycles. (**B**) VO_2_ consumption rates in dark and light cycles. (**C**) Oil Red O staining of liver sections of WT mice (original magnification, ×20). Scale bar: 50 μm. (**D**) Oil Red O staining of liver sections of MøFoxO1-KO mice (original magnification, ×20). Scale bar: 50 μm. (**E**) Hepatic TG content. (**F**) Hepatic expression of key lipogenic genes, as determined by real-time qRT-PCR assay. (**G**) Hepatic expression of key genes in fatty acid oxidation. (**H**) Hepatic expression of genes in VLDL-TG production. Data are expressed as mean ± SEM (*n* = 7–9). Statistical analysis in **A**, **B**, and **H** was performed using a 1-tailed, unpaired *t* test, and in **E–G** using a 2-tailed, unpaired *t* test. *P < 0.05, **P < 0.01.

**Figure 5:**
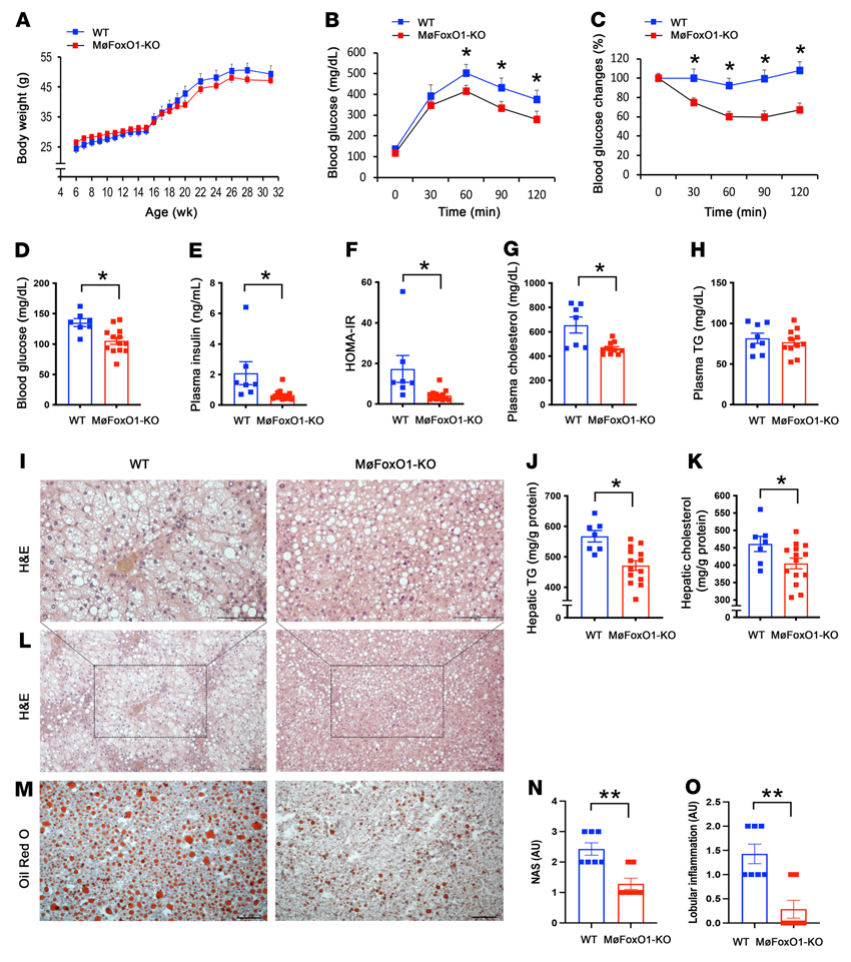
Myeloid FoxO1 depletion protects against diet-induced NASH. MøFoxO1-KO and WT littermates (male, 6 weeks old) were fed a NASH diet for 25 weeks. (**A**) Body weight. (**B**) Glucose tolerance test. (**C**) Insulin tolerance test. (**D**) Fasting blood glucose levels. (**E**) Fasting plasma insulin levels. Fasting blood glucose and plasma insulin levels were measured in mice after 16-hour fasting. (**F**) HOMA-IR. (**G**) Plasma cholesterol levels. (**H**) Plasma TG levels. Both groups of mice were euthanized after 16-hour fasting following 25 weeks of NASH diet feeding. Liver tissues were procured for histological examination. (**I**) H&E staining of liver sections (original magnification, ×20). Scale bars: 100 μm. (**J**) Hepatic TG content. (**K**) Hepatic cholesterol content. (**L**) H&E staining of liver sections (original magnification, ×10). Scale bars: 100 μm. (**M**) Oil Red O staining of liver sections (original magnification, ×10). Scale bars: 100 μm. (**N**) NASH score (NAS). (**O**) Lobular inflammation. Data are expressed as mean ± SEM (*n* = 6–11). Statistical analysis in **A–H**, **J**, **K**, **N**, and **O** was performed using a 2-tailed, unpaired *t* test. *P < 0.05, **P < 0.01.

**Figure 6:**
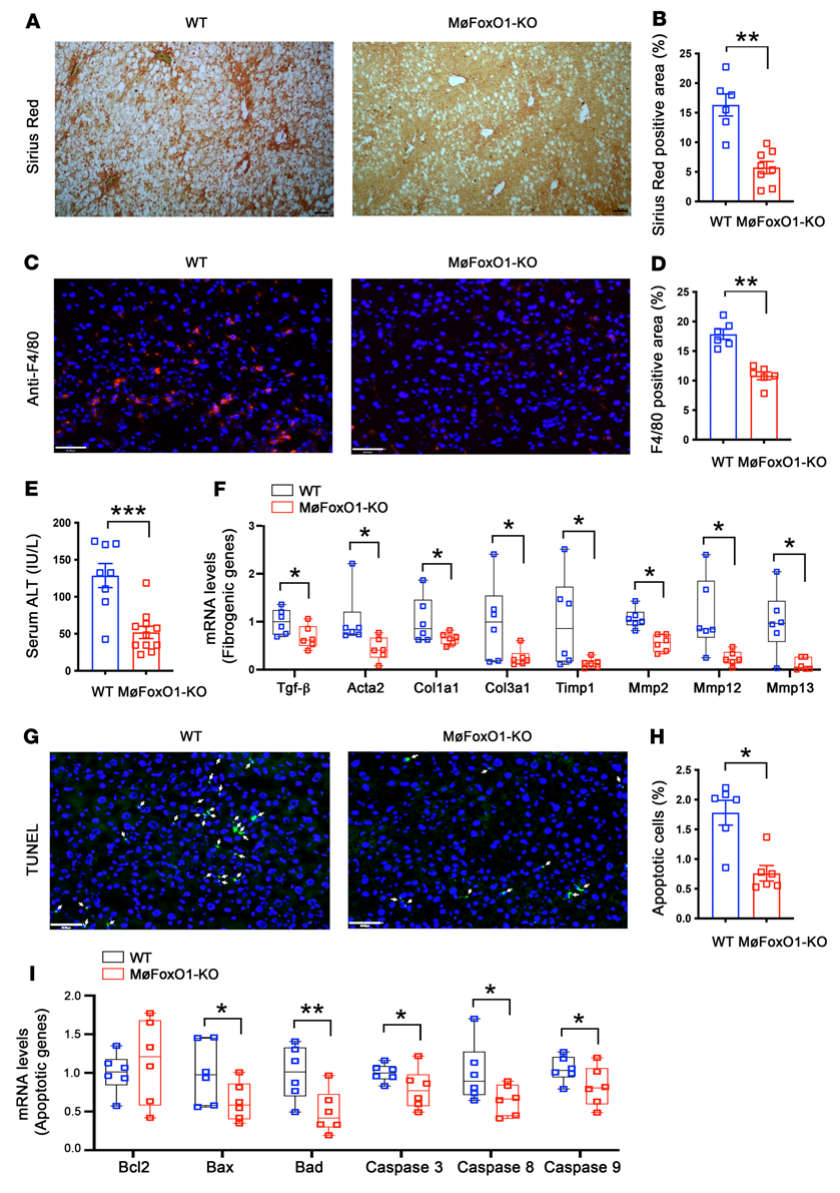
Myeloid FoxO1 depletion protects against diet-induced liver fibrosis. MøFoxO1-KO and WT littermates (male, 6 weeks old) were fed a NASH diet. After 25 weeks of NASH diet feeding, mice were euthanized after 16-hour fasting. Liver tissues were subjected to histological examination. (**A**) Sirius red staining of liver sections (original magnification, ×10). Scale bar: 50 μm. (**B**) Percentage of Sirius red positively stained area of liver sections. (**C**) Anti-F4/80 immunostaining (original magnification, ×20). Scale bar: 50 μm. (**D**) Percentage of F4/80 positively stained cells in liver. (**E**) Serum ALT levels. (**F**) Hepatic mRNA levels of key genes in liver fibrosis. (**G**) TUNEL staining of liver sections (original magnification, ×20). TUNEL positively stained cells are marked by arrows. Scale bar: 50 μm. (**H**) Percentage of apoptotic cells, defined by TUNEL positively stained cells of liver sections. (**I**) Hepatic mRNA levels of key genes in pro- and antiapoptotic functions. Data are expressed as mean ± SEM (*n* = 6–11). Statistical analysis in **B**, **D**, **E**, and **H** was performed using a 2-tailed, unpaired *t* test, and in **F** and **I** using a 1-tailed, unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001.

**Figure 7:**
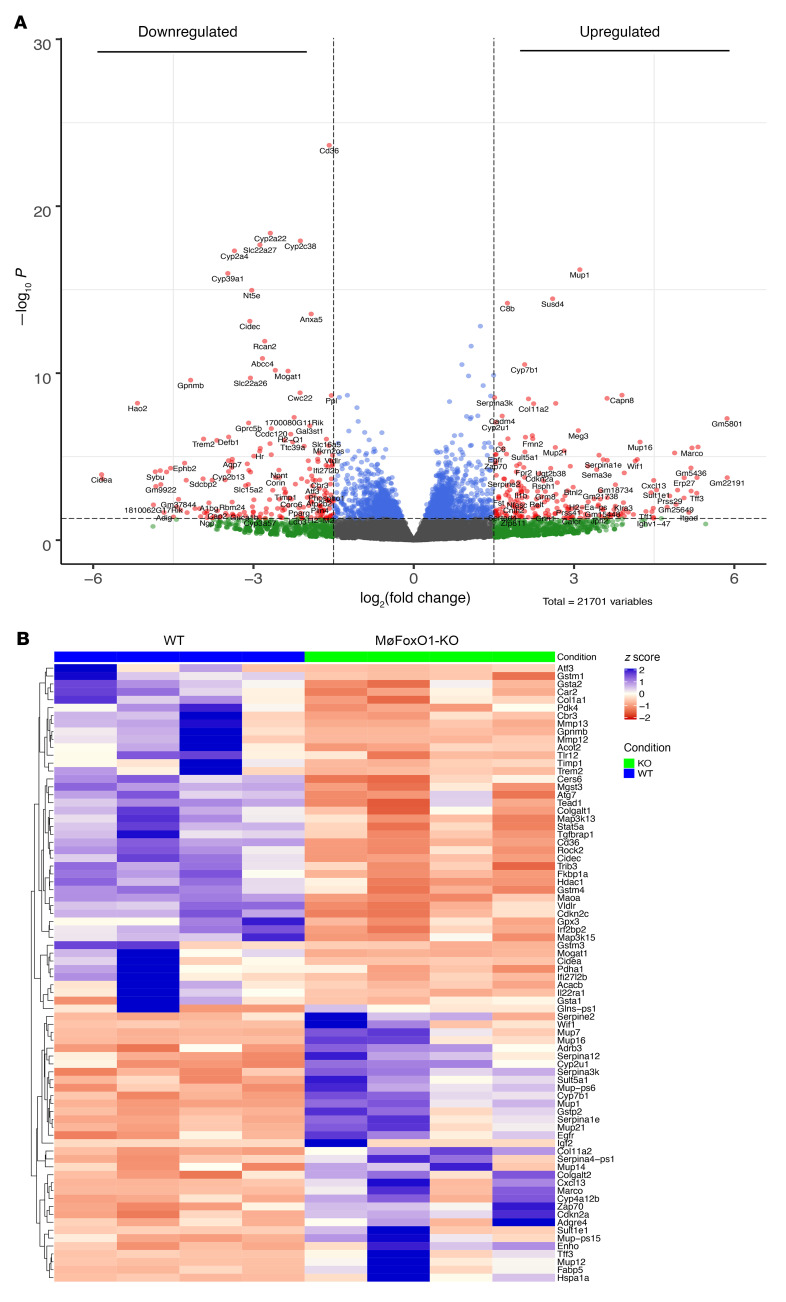
Comparative transcriptomic analysis. MøFoxO1-KO and WT littermates (male, 6 weeks old) were fed a NASH diet for 25 weeks. Mice in both groups (*n* = 4/group) were euthanized after 16-hour fasting. Aliquots of liver tissues (10 mg) were used for preparing total RNAs, which were analyzed by RNA-Seq assay, followed by comparative transcriptomic analysis. (**A**) Volcano plot. Plotted are *P* values versus log_2_(fold change) of 342 DEGs, of which 85 genes were upregulated and 257 genes were downregulated in the liver of MøFoxO1-KO versus WT littermates. (**B**) Heatmap of RNA-Seq gene counts. Shown are the significant DEGs that are critical for insulin action and hepatic metabolism.

**Figure 8:**
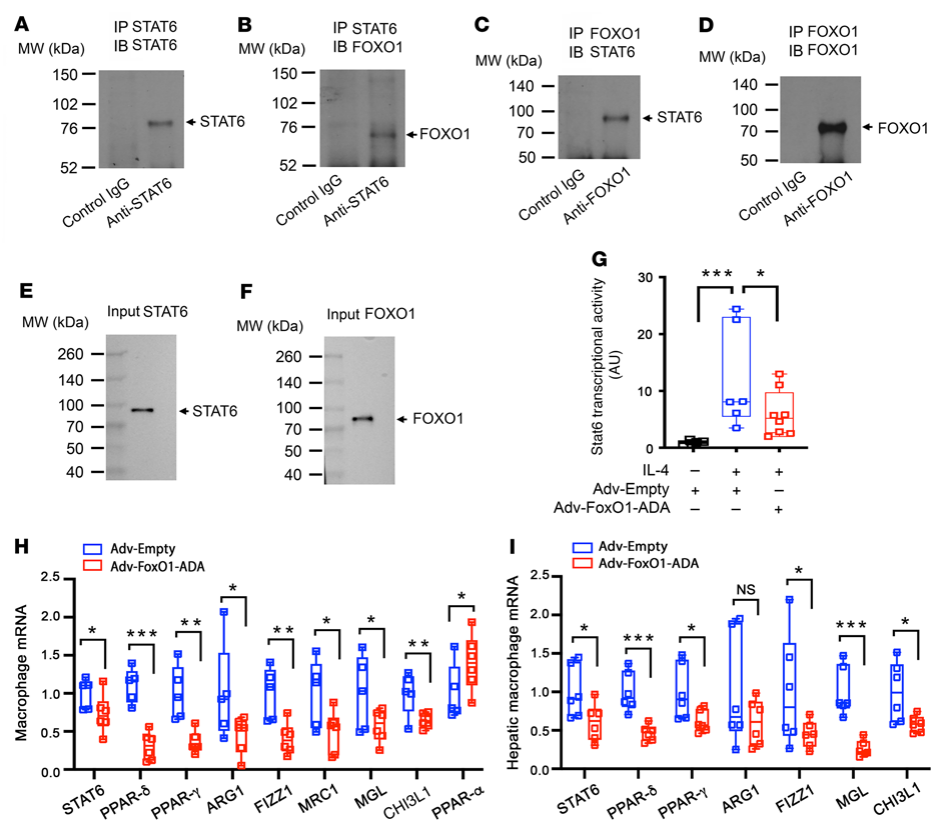
FOXO1 inhibits M2 macrophage polarization by antagonizing STAT6. Coimmunoprecipitation of FOXO1 and STAT6 in THP-1 macrophages. (**A**) Anti-STAT6 immunoblot of the immunocomplex precipitated by control IgG and anti-STAT6 antibody. (**B**) Anti-FOXO1 immunoblot of the immunocomplex precipitated by control IgG and anti-STAT6 antibody. (**C**) Anti-STAT6 immunoblot of the immunocomplex precipitated by control IgG and anti-FOXO1 antibody. (**D**) Anti-FOXO1 immunoblot of the immunocomplex precipitated by control IgG and anti-FOXO1 antibody. (**E**) Anti-STAT6 immunoblot of input control lysates for STAT6. (**F**) Anti-FOXO1 immunoblot of input control lysates for FOXO1. (**G**) Macrophage STAT6 transcriptional activity in RAW264.7 cells. (**H**) Macrophage mRNA levels in THP-1 macrophages. THP-1 macrophages were transduced with Adv-FoxO1-ADA and Adv-Empty adenoviruses in culture medium. After 24-hour incubation, THP-1 macrophages were analyzed by real-time qRT-PCR assay. (**I**) Macrophage mRNA levels in human primary macrophages. Human primary macrophages isolated from liver biopsies of deidentified human patients were transduced with Adv-FoxO1-ADA and Adv-Empty adenoviruses in culture medium. After 24-hour incubation, human macrophages were analyzed by real-time qRT-PCR assay. Data were obtained from at least 3 independent experiments, and are expressed as mean ± SEM. Statistical analysis in **G** was performed using 1-way ANOVA with Tukey’s multiple-comparison test, in **H** using a 1-tailed, unpaired *t* test, and in **I** using a 2-tailed, unpaired *t* test. *P < 0.05, **P < 0.01, ***P < 0.001. NS, not significant.

**Figure 9:**
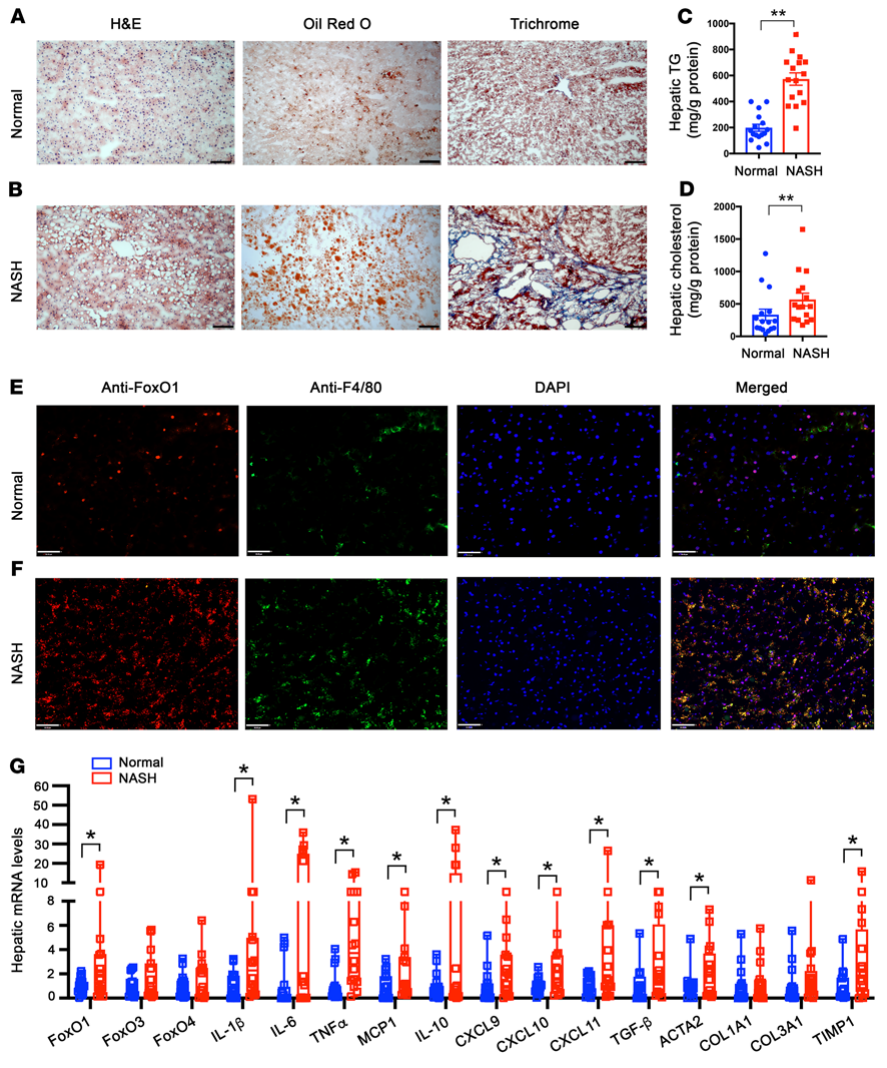
FOXO1 is deregulated in hepatic macrophages of humans with NASH. Liver biopsies from humans without NASH (normal, *n* = 16) and with advanced NASH (NASH, *n* = 16) were examined for FOXO1 expression in hepatic macrophages. (**A**) Liver biopsies from normal subjects were stained with H&E, Oil Red O, and trichrome (original magnification, ×10). Scale bars: 100 μm. (**B**) Liver biopsies from patients with NASH were stained with H&E, Oil Red O, and trichrome (original magnification, ×10). Scale bars: 100 μm. (**C**) Hepatic TG content. (**D**) Hepatic cholesterol content. (**E**) Anti-FOXO1 and anti-F4/80 dual immunohistochemistry of liver biopsies from normal subjects (original magnification, ×20). Scale bars: 50 μm. (**F**) Anti-FOXO1 and anti-F4/80 dual immunohistochemistry of liver biopsies from patients with NASH (original magnification, ×20). Scale bars: 50 μm. (**G**) Hepatic mRNA levels of liver biopsies of normal and NASH subjects, as determined by real-time qRT-PCR assay. Data are expressed as mean ± SEM (*n* = 16). Statistical analysis in **C** was performed using a 2-tailed, unpaired *t* test, and in **D** and **G** using a 1-tailed, unpaired *t* test. *P < 0.05, **P < 0.01.

**Figure 10:**
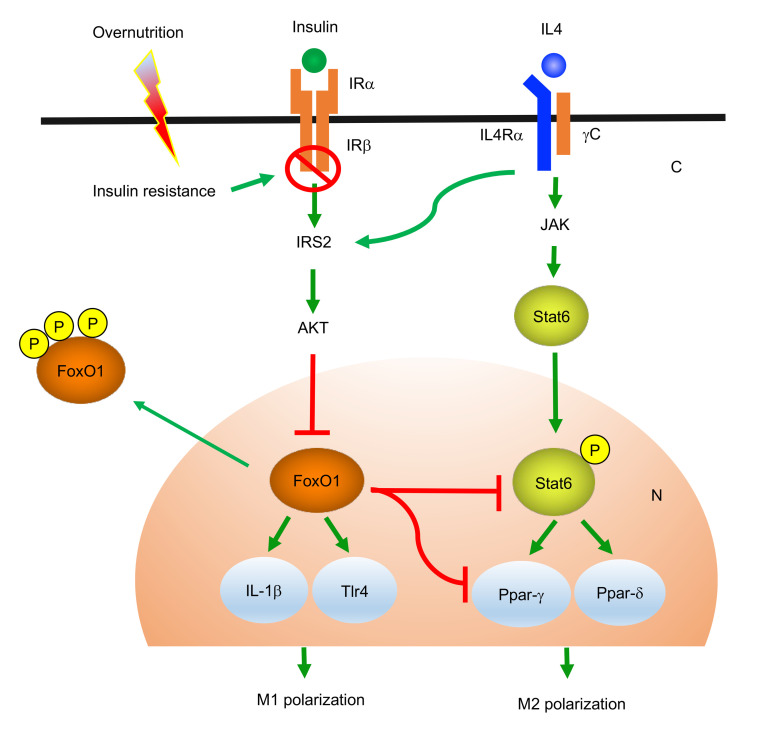
FoxO1 antagonizes Stat6 to inhibit macrophage M2 polarization. In physiological states, FoxO1 activity is inhibited by insulin via Akt-mediated FoxO1 protein phosphorylation and nuclear exclusion. This effect maintains macrophage FoxO1 activity at basal levels. IL-4 signaling through IRS2 also inhibits FoxO1 activity via the Akt-dependent mechanism. In insulin-resistant states, loss of insulin inhibition results in increased production of FoxO1, which binds and inhibits Stat6 activity, contributing to the suppression of Stat6-targeted PPAR-γ and PPAR-δ in macrophages. This action counteracts the stimulatory effect of IL-4 on macrophage M2 polarization. In pathological states such as obesity, unchecked FoxO1 activity, resulting from insulin resistance, stimulates macrophage expression of IL-1β and TLR4, favoring macrophage M1 polarization. This effect can act via a feed-forward mechanism to further instigate low-grade inflammation and exacerbate insulin resistance in obesity. IRα, insulin receptor alpha subunit; IRβ, insulin receptor beta subunit; IL-4Rα, interleukin 4 receptor alpha subunit; γC, gamma C subunit; AKT, serine/threonine kinase; JAK, Janus-family kinase; C, cytoplasm; N, nucleus.

How the deposited data were processed for this re-analysis (not part of the article)

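Livers of 4 male MøFoxO1-KO mice and 4 male WT littermates on the NASH diet were compared. The authors deposited 1 table of read counts per gene, made from sequencing of polyadenylated RNA. According to the header of the table, its layout is the one that featureCounts writes, with the exons of each Ensembl gene on GRCm38 and the summed exon length, and the counts were deposited without normalization. The aligner, the strand setting and the treatment of reads that match several genes are not named in the paper's text. All 8 columns of counts belong to a mouse of known genotype, and replicates were not pooled. The table holds 46517 genes. Of these, 46005 have a symbol in GENCODE M21, and the 512 without a symbol hold 0.0399% of the counts. In total 23665 genes had at least 1 count. Total counts lay between 15253218 and 18025481 per mouse, which limits the precision for genes with few counts. Mitochondrial genes held between 4.163 and 6.332% of the counts.

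Genes were filtered with filterByExpr at a minimum count of 10 and a minimum total of 15, which left 13278 genes. Counts were normalized by TMM and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, without covariates and without the robust option. The common biological coefficient of variation was 0.256. P values were adjusted by the Benjamini-Hochberg method, and a gene was called at an adjusted P under 0.05 and an absolute log2 fold change over 1.5. Normalized counts of each gene were also compared by exact two-sided permutation tests in scipy 1.17.1. Gene lists were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and adjusted by the Benjamini-Hochberg method over 34 lists. Genes with a group in which no mouse had over 3 counts were reported as at least N-fold different.

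The genes named in the text follow a rule set in advance. They are Foxo1, the 28 genes that the paper's text names from RNA-Seq, genes of Figure 7B where a call or its absence is reported, the 5 largest increases and the 5 largest decreases among called genes whose groups did not overlap and whose higher mean was at least 50 normalized counts, and called or paper-named members of a reported list. Other genes named were chosen after their values were seen.

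Tests and thresholds and most alternatives were chosen before the data were examined. The alternatives were DESeq2 1.42.0, the size factors of DESeq2, upper-quartile normalization, no filter on low counts, at least 10 counts in every mouse, limma-voom, the robust fit of edgeR, 1 surrogate variable from sva 3.50.0, other thresholds, fry, camera with an estimated correlation, and leaving out each of the 8 mice in turn. An offset for GC content and gene length, DESeq2 with the fold change limit on higher genes only, DESeq2 with unadjusted P, and, for most lists, the members that the paper does not name were chosen after seeing the data. The methods were tested on simulated data with 200 changed genes. At both thresholds, edgeR recovered 188 with 9 false calls, DESeq2 recovered 193 with 8 false calls and limma-voom recovered 188 with 7 false calls. At the adjusted P alone (Benjamini-Hochberg), edgeR recovered 189 with 18 false calls, DESeq2 recovered 195 with 31 false calls and limma-voom recovered 189 with 17 false calls. In camera, 4 of 200 unchanged sets of 20 genes had a P under 0.05. The simulated genes varied independently of each other, unlike genes of a liver, so camera was also run on the 35 splits of the 8 mice into groups of 4, which the closing section gives. Tables were handled with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15 and plotted with matplotlib 3.10.9. The enrichment of pathways by the paper was not repeated, since no pathway annotation was used here.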

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

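The tests of shared reads, GC content, depth and abundant genes were chosen only after the result was seen, while the tests of sex, sex-biased genes, time of day and strain segments were written before their results.

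In 5 of the 104 groups of 4 mice tested, 1 mouse lay far from the other 3 of its genotype by Dixon's criterion, where chance gives 5.2. Cyp2c40 had 118.5 normalized counts in WT replicate 25, against 29.98 to 34.42 in the other WT mice. Cyp2c69 had 99.55 normalized counts in the same mouse, against 2.81 to 14.77. Timp1 had 42.46 normalized counts in WT replicate 24, against 8.85 to 13.94. Mup-ps6 had 5.90 normalized counts in WT replicate 23, against 0 to 0.92, and Mmp13 had 2.85 in MøFoxO1-KO replicate 28, against 0 in the other MøFoxO1-KO mice. Without the mouse in question, the log2 fold change was -1.91 for Cyp2c40 and 5.57 for Mup-ps6. Cyp2c69, Timp1 and Mmp13 had too few counts to be tested. Without the mouse, the log2 fold change of Timp1 was -1.66 in edgeR without a filter, and Cyp2c69 was at least 2.72-fold lower, where all 8 mice gave at least 10.3-fold. For Mmp13 and Mup-ps6 the counts are near 0, where counting error alone is large. Total counts did not differ between the groups (exact permutation test, P = 0.686). No biological explanation was tested for these single mice, and their number is no larger than chance gives.

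Hsd3b5 and Slc22a29 are the called genes that neither the text nor Figure 7 names. Hsd3b5 had a log2 fold change of 6.64 (edgeR, Benjamini-Hochberg adjusted P = 0.0136) and was higher in 4 of 4 MøFoxO1-KO mice, from 22.8 ± 18.9 (SD, n = 4) to 2291 ± 1534 normalized counts (SD, n = 4). Slc22a29 had a log2 fold change of -2.58 (edgeR, Benjamini-Hochberg adjusted P = 0.0338, and 0.0214 to 0.093 across the fits without 1 mouse) and was lower in 4 of 4, from 127 ± 49.3 (SD, n = 4) to 20.8 ± 8.74 (SD, n = 4). The call of Hsd3b5 was lost without WT replicate 25 (0.0513) and that of Slc22a29 in 6 of the 8 fits that left out 1 mouse (edgeR, Benjamini-Hochberg adjusted). In limma-voom neither was called (Benjamini-Hochberg adjusted P of 0.0615 and 0.0955), where the alternatives that kept all 8 mice ranged from 7.8e-12 to 0.0615 for Hsd3b5 and from 4.8e-08 to 0.0955 for Slc22a29. Hsd3b5 is also a member of the male-biased list that follows, with the largest log2 fold change in it, and Slc22a29 of the female-biased list. Depth and the abundant genes, tested for all called genes in the other observations, were argued against as the source there, and the genotype and other sources stay open.

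Liver genes that differ between male and female mice shifted together. Of 47 tested male-biased genes, 46 were higher in MøFoxO1-KO livers (camera, Benjamini-Hochberg adjusted P = 5.8e-47), and all 31 tested female-biased genes were lower (median -1.63, camera, Benjamini-Hochberg adjusted P = 2.9e-42). Both lists were past the threshold with fry (0.0112 for each, Benjamini-Hochberg adjusted) and with an estimated correlation (0.0384 for each, Benjamini-Hochberg adjusted). Adjusted over the list alone, 35 and 21 genes had an adjusted P under 0.05 (edgeR, Benjamini-Hochberg), against 9 and 10 over all genes. The lists were written after Figure 7 had been read, and 18 and 14 of their genes are named by the paper, so those are not independent evidence. The 29 male-biased genes that the paper does not name had a median of 0.714 (camera, Benjamini-Hochberg adjusted P = 2.3e-18) and the 17 female-biased ones -0.922 (camera, Benjamini-Hochberg adjusted P = 3.1e-10). With fry the male-biased remainder was past the threshold and the female-biased one was not (0.0306 and 0.0972, Benjamini-Hochberg adjusted), and with an estimated correlation neither was (0.13 and 0.298, Benjamini-Hochberg adjusted). The tables argue against several technical explanations. A female among the WT mice would bring Xist, which had at most 6 counts in any mouse, while Ddx3y had 846 to 1183. Reads shared between near-identical Mup genes would leave their sum level, but the sum was 2.15-fold higher (exact permutation test, P = 0.0286). Mup3 and Mup20 held 95.6% of that sum in WT livers. The other 46 Mup genes summed were 6.05-fold higher (exact permutation test, P = 0.0286). How this rise is split between single Mup genes, such as the 8 that the paper names, stays uncertain. With an offset for GC content and gene length, 20 of the 25 called genes were called. A larger share of counts in the 10 most abundant genes shifted all other genes by -0.03 on the log2 scale. A broad shift of sex-biased liver genes is a candidate explanation for the rise of Mup genes and the fall of Cyp2 genes, as a hypothesis found and tested on the same mice. Genotype, hormone status and the severity of liver disease stay open as its source and were not tested. The 12 genes of the growth hormone and STAT5 list had a median of -0.05 (camera, Benjamini-Hochberg adjusted P = 0.576), with members that go both ways, which decides nothing. That median ranged from -0.19 without WT replicate 22 to 0.20 without WT replicate 23.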

How the results depend on the processing

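No paired analysis was possible because the replicate numbers of WT and MøFoxO1-KO mice are not shared. The fit with 1 surrogate variable was read for the counts of called genes alone, not for single genes or lists. The log2 fold change of Foxo1 kept its direction and stayed short of the threshold in the fits read for it, from -0.28 to -0.08 across the 8 fits that each left out 1 mouse and from -0.18 to -0.03 across the other alternatives. The male-biased and female-biased liver lists kept their direction in the alternatives read for them, with medians from 0.714 to 1.52 and from -2.57 to -0.922. In camera they stayed past the threshold in each of these, and with fry and an estimated correlation over all members. Over the members that the paper does not name, fry left the female-biased list short of it and an estimated correlation left both short of it.

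The number of called genes depended on the threshold, on the method and on single mice. Against 25 genes, DESeq2 called 177, edgeR without a filter 120, limma-voom 13, an unadjusted P under 0.05 gave 210, an adjusted P under 0.01 gave 1 and a 1.5-fold limit on the linear scale 39. Across the 8 fits that each left out 1 mouse it ranged from 3 to 82. Higher genes, 7 here, were 85 in DESeq2, 54 without a filter, 16 with 1 surrogate variable, 97 at an unadjusted P under 0.05, 0 at an adjusted P under 0.01, 13 at an absolute log2 fold change over 1 and 16 at the linear limit, and from 1 to 36 without 1 mouse. Lower genes, 18 here, were 92 in DESeq2, 66 without a filter, 8 in limma-voom, 113 at an unadjusted P under 0.05 and 1 at an adjusted P under 0.01, and from 2 to 46 without 1 mouse. Of the 28 genes that the text of the paper names, 8 were called here, 25 in DESeq2, 21 without a filter, 21 at an unadjusted P under 0.05 and 1 at an adjusted P under 0.01, and from 2 to 10 without 1 mouse. DESeq2 with the limit on higher genes only, chosen after seeing the data, gave 342 genes, 85 higher and 257 lower, with 28 of the named genes. DESeq2 with unadjusted P, also chosen after seeing the data, gave 407, 213, 194 and 25. Of the genes of the fibrosis, apoptosis, M1 and M2 panels that the paper measured by real-time qRT-PCR, 0 had an adjusted P under 0.05 in edgeR, 6 in DESeq2 and 3 without a filter (Benjamini-Hochberg), while in edgeR 3 fibrosis genes and 2 M1 genes had an unadjusted P under 0.05. The cause was not tested, apart from the fewer mice and the limits themselves.

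Among lists of pathways, the Mup family (median log2 fold change 1.85) was past the threshold in camera but not with fry or an estimated correlation, nor over the genes that the paper does not name (0.709). The Cyp2 family was past the threshold only in camera, over the genes that the paper does not name (0.22) and without WT replicate 24. Its median ranged from 0.0276 to 0.191 without 1 mouse. The insulin signaling list (-0.167) was not past the threshold with fry, an estimated correlation or the offset for GC content and gene length (-0.0857), and the DNA repair list passed it without a filter (-0.0964). With an estimated correlation the mitochondrial complex list (0.36) and the lipid uptake droplet list (-0.19) were no longer past the threshold, and neither was the latter over the genes that the paper does not name (-0.109). The ECM list (-0.256) was not past the threshold with fry, an estimated correlation, at least 10 counts in every mouse (-0.178), the offset (-0.226) or over the genes that the paper does not name (-0.179), and ranged from -0.413 to -0.138 without 1 mouse. The TNF superfamily list ranged from -0.0594 to 0.183. The oxidative stress list passed the threshold without a filter (-0.091) and with the offset (-0.167), and ranged from -0.145 to -0.0298 without 1 mouse. The autophagy list passed it without a filter (-0.147) and ranged from -0.181 to -0.0652. The epoxygenase list (-0.224) was reversed with at least 10 counts in every mouse (0.0454) and over the genes that the paper does not name (0.0843), was not past the threshold in limma-voom (-0.129), with fry or with an estimated correlation, and ranged from -0.493 to 0.127 without 1 mouse. The offset, and for all of these lists but the Mup and Cyp2 families the genes that the paper does not name, were chosen after seeing the data. The cause was not tested, except that fewer genes were tested at 10 counts in every mouse.

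Among lists of cell types, the lipid-associated macrophage list (-0.127) was not past the threshold with fry, an estimated correlation, at least 10 counts in every mouse (-0.0855), limma-voom (-0.207) or, chosen after seeing the data, over the genes that the paper does not name (-0.103), and ranged from -0.391 to -0.0323 without 1 mouse. The Kupffer list (0.663), the pan macrophage list (0.664) and the T NK cell list (0.562) were past the threshold in camera but not with fry or an estimated correlation, and the pan macrophage list ranged from 0.298 to 0.897. The B plasma cell list passed it without a filter (0.55) and ranged from 0.213 to 0.896. The endothelial list (0.253) was not past it in DESeq2 (0.259), with fry or with an estimated correlation, and ranged from 0.00354 to 0.44. The adipose list (-0.0416) passed it with fry, in DESeq2 (-0.137) and without a filter (-0.137), and ranged from -1.78 to 0.0861. Without 1 mouse, the monocyte list ranged from -0.109 to 0.812, the neutrophil list from -0.332 to 0.333 and the stellate list from -0.0798 to 0.216. The cause was not tested.

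Lists with a median near 0 changed sign easily. The GH STAT5 list was reversed with at least 10 counts in every mouse (0.206) and ranged from -0.19 to 0.203 without 1 mouse. The clock list was reversed with the size factors of DESeq2 (0.00573), upper-quartile normalization (0.0271), at least 10 counts in every mouse (0.00404) and the offset (0.0705), and ranged from -0.12 to 0.115. The immediate early list ranged from -0.0435 to 0.226. The tumor fetal list was reversed in DESeq2 (0.00957), with its size factors (0.000431), with upper-quartile normalization (0.0298) and with the offset (0.0859), and ranged from -0.239 to 0.137. The cause was not tested.

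For single genes and the remaining lists, leaving out 1 mouse kept 302 values on the same side of the threshold, while 105 values of 25 results fell short of it and 11 values of 8 results passed it. The other alternatives kept 362, with 29 values of 19 results that fell short and 28 of 16 that passed. Fewer mice give less power, and for the other changes the cause was not tested. Several named genes have under 50 counts in a group, where the depth limits the precision of a fold change.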

Differences from the paper's values

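The paper reports 342 differentially expressed genes, against 25 here. The paper's 85 higher genes compare with 7, and the paper's 257 lower genes with 18. Among the alternatives set before the data were examined, DESeq2 gave 85 higher genes, equal to the paper's 85, and edgeR at an unadjusted P under 0.05 gave 97. Neither of them, nor any other alternative set before the data were examined, came within 1.5 times of the paper's total or of its lower genes. DESeq2 called 177 genes in total and 92 lower, edgeR without a filter 120 and 66, and edgeR at an unadjusted P under 0.05 210 and 113. DESeq2 with the limit on the fold change applied to higher genes only gave 342 genes, 85 higher and 257 lower, the paper's 3 counts, and it was chosen after seeing the values. DESeq2 with unadjusted P, also chosen after seeing the values, gave 407 genes in total and 194 lower, within 1.5 times of the paper's counts, and 213 higher, which is not.

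The paper names 8 Mup genes as higher, of which 2 were called here, and 7 Cyp2 genes as lower, of which 3 were called. DESeq2 called 8 and 7. Without a filter, and at an unadjusted P under 0.05, edgeR called 7 and 6. DESeq2 with the limit on higher genes only and DESeq2 with unadjusted P, chosen after seeing the values, called 8 and 7 as well. The other alternatives set before the data were examined called at most 4 of the Mup genes and at most 4 of the Cyp2 genes. The paper shows about 22000 genes in Fig. 7A, read by eye, and 13278 were tested here. With 23647 genes in DESeq2 and 23665 in edgeR without a filter the number is within 1.5 times of the paper's, and with 11782 genes at 10 counts in every mouse it is not.

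Of the 28 genes that the paper's text names from RNA-Seq as changed, 20 were not called here. DESeq2 called 25 of the 28, and edgeR called 21 without a filter and 21 at an unadjusted P under 0.05. The 3 that DESeq2 did not call are Cers6, Col1a1 and Trib3, which fell by less than the limit, and with the limit on higher genes only, chosen after seeing the values, all 28 were called. With 1 surrogate variable, 9 of the 28 were called. In edgeR without 1 mouse, Cyp2b13 was called without WT replicate 24, Mup-ps6 without WT replicate 23, Mup16 and Mup21 without MøFoxO1-KO replicate 28, and Vldlr without MøFoxO1-KO replicate 29. Mmp13, Cyp2c69, Mup-ps15 and Timp1 had too few counts to be tested here. Without a filter, Mmp13 was called by edgeR, also with the size factors of DESeq2, upper-quartile normalization, the robust fit and without WT replicate 22, 23 or 25 or MøFoxO1-KO replicate 28 or 29, and by limma-voom. Without a filter, Cyp2c69 was called without WT replicate 22, 23 or 24, and Mup-ps15 without MøFoxO1-KO replicate 28. Timp1 was called in no edgeR or limma-voom fit without a filter. The paper places Trem2 at the head of its list, and here it was number 121 by P and number 4 by decrease among the tested genes. In DESeq2 it was number 65 by P among the 583 genes with an adjusted P under 0.05 (Benjamini-Hochberg).

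The paper describes insulin receptor signaling and DNA damage and repair as upregulated, from the pathways of its called genes, an analysis not repeated here. The lists written for use here had medians of -0.17 and -0.08 on the log2 scale. The insulin list also holds Foxo1, which insulin inhibits according to the paper, so the sign of its median does not give the direction of the pathway. A camera P as small as that of the insulin list came up in 5 of 35 splits of the mice. The paper describes production and regulation of TNF-α superfamily cytokines as downregulated. The list used here holds the ligand genes alone and cannot test that statement. Its 4 tested ligands had a median of 0.04, which was -0.02 without WT replicate 24 and -0.06 without MøFoxO1-KO replicate 28. In Fig. 7B, the color of Glns-ps1 is highest in a WT mouse, while its counts were 2, 13, 2 and 4 in WT replicates 22 to 25 and 253, 116, 7 and 192 in MøFoxO1-KO replicates 26 to 29. Igf2 is shown as high in 1 MøFoxO1-KO mouse, and its counts were 11, 9, 7 and 4 in WT and 23, 19, 28 and 22 in MøFoxO1-KO mice. For Mup14 the figure is highest in MøFoxO1-KO replicate 28, where the count was 383, against 710, 1030 and 201 in the other MøFoxO1-KO mice.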

Other observations

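The tests of shared reads, GC content, depth, abundant genes, genes absent in 1 mouse, splits of the mice for gene lists and the difference between gene groups within each mouse were chosen only after the result was seen, and the other tests were written before.

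Of the 35 splits of the 8 mice into groups of 4, 1 split, the genotype itself, gave as many as 25 called genes in edgeR, where the others gave a median of 0 and at most 4. In DESeq2, the other splits gave at most 60 called genes, against 177. Total counts of the groups overlapped (exact permutation test, P = 0.686). The 10 most abundant genes held 19.1% of counts in WT and 20.7% in MøFoxO1-KO livers (exact permutation test, P = 0.0286), which moves all other genes by -0.0292 on the log2 scale. A score of 6 clock genes was 3.58 ± 1.58 (SD, n = 4) in WT and 4.64 ± 1.21 (SD, n = 4) in MøFoxO1-KO livers (exact permutation test, P = 0.4), and no clock gene had an adjusted P under 0.05 (edgeR, Benjamini-Hochberg), with 1 at an unadjusted P under 0.05. With that score as a covariate 22 genes were called, and 14 of the 25 kept an adjusted P under 0.05 (edgeR, Benjamini-Hochberg). Within 10 Mb of Lyz2, 7 of 74 tested genes had a P under 0.05, 9.46% against 16.7% of the others (two-sided Fisher's exact test, P = 0.116), which argues against a strain segment carried along with the Cre. Strain segments elsewhere cannot be told apart from the genotype with these tables. Of 727 genes with an unadjusted P under 0.01, 562 had another within 2 Mb, against a median of 555 in random sets (permutation P = 0.276), and as most genes of a random set have such a neighbor, this test decides nothing.

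For the 16 lists past the camera threshold, the 35 splits of the mice were compared as well. The genotype was the 1 split with a camera P as small for the mitochondrial complex, lipid uptake and droplet, male-biased, female-biased and PPARγ target lists. A camera P as small came up in 4 of 35 splits for the epoxygenase and ATF4 target lists, in 5 for insulin signaling, in 6 for Kupffer cells, in 7 for the Mup family and for fasting genes of PPARα, in 10 for lipid-associated macrophages and for T and NK cells, in 16 for the extracellular matrix, in 17 for pan-macrophage genes and in 27 for endothelial cells. For these 11 lists, differences between single mice are enough for a camera P of this size. The median log2 fold change was as large in 1 of 35 splits, the genotype, for the Mup family, ATF4 targets and fasting genes of PPARα, in 5 for insulin signaling, 6 for the matrix, 7 for Kupffer cells, 9 for T and NK cells, 12 for pan-macrophage genes, 14 for the epoxygenase list, 18 for endothelial cells and 26 for lipid-associated macrophages. Among the first 5 lists it was as large in 3 splits for lipid uptake and droplet genes and in 1 for the other 4.

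Without MøFoxO1-KO replicate 28, 82 genes were called. Of the 100 genes with the smallest P in that fit, MøFoxO1-KO replicate 28 lay nearer to WT for 60, against 5 to 34 for the other mice in their own fits. A mislabelled sample is a candidate explanation that stays open, as is a weaker effect in this mouse. Of the 82 genes, the mouse lay beyond all 4 WT mice in 53.

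In 15 genes, 1 mouse had at most 2 counts where each of the other 7 had at least 20. These genes involved 6 mice. C1rb, C1s2 and Pianp were absent in MøFoxO1-KO replicate 27, and C730036E19Rik and 2810414N06Rik in MøFoxO1-KO replicate 29. All 4 pairs of such genes within 2 Mb were absent in the same mouse (permutation P = 0.0023), as a strain variant segregating among the mice may give. Low depth would need a library far smaller than the others, and the smallest held 93.2% of the median total. Hamp had 2 counts in MøFoxO1-KO replicate 26 and 189 to 13760 in the others.

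The mitochondrial complex list had a median of 0.36, and 0.168 with the offset for GC content and gene length, so GC content or gene length may account for a part of it. Among the lipid genes, Adipoq, Lep and Retn had at most 2 counts in WT mice, which argues against fat tissue in the WT pieces. The 13 tested PPARγ target genes had a median of -1.53 (camera, Benjamini-Hochberg adjusted P = 1.2e-12), and 8 were lower adjusted over the list alone, against 3 over all genes (edgeR, Benjamini-Hochberg). The paper names 7 of them, and over the other 6 the test was not past the threshold (camera, Benjamini-Hochberg adjusted P = 0.337), so lower expression of PPARγ targets cannot be told apart from a change in the named genes. Pparg itself, among the named members, had 442 ± 106 normalized counts (SD, n = 4) in WT and 99.6 ± 109 (SD, n = 4) in MøFoxO1-KO livers. The groups did not overlap (exact permutation test, P = 0.0286), which leaves the explanation open. For 15 ATF4 target genes the median was -0.91 (camera, Benjamini-Hochberg adjusted P = 3.8e-04), -0.40 without WT replicate 22 and -0.54 without WT replicate 24. Over the 12 that the paper does not name, the test gave 0.0783 (camera, Benjamini-Hochberg adjusted P), which leaves this explanation of lower Trib3 and Vldlr open as well. The paper's lower fibrosis and Trem2-related genes were set against macrophage markers. Over 16 pan-macrophage genes the median was 0.664 (camera, Benjamini-Hochberg adjusted P = 0.00104), with 14 higher, and 0.30 without MøFoxO1-KO replicate 29, where the test was not past the threshold (camera, Benjamini-Hochberg adjusted P = 0.163). In 12 of the 35 splits of the mice the median of this list was as large, so the rise itself is not established. A lower share of all macrophages would lower the genes of lipid-associated macrophages no more than the pan-macrophage genes within a mouse. The mean of the 14 lipid-associated macrophage genes less that of the pan-macrophage genes was 0.52 ± 0.34 (SD, n = 4) in WT livers on the log2 scale. This difference was -0.71 ± 0.50 (SD, n = 4) in MøFoxO1-KO livers, without overlap of the groups (exact permutation test, P = 0.0286). It rests in part on the unestablished pan-macrophage rise and on genes that the paper names from these mice. Log2 fold changes of these were -3.88 for Trem2, -4.13 for Gpnmb, -3.43 for Mmp12 and 1.91 for Fabp5. The 10 genes that the paper does not name had a median of -0.10 (camera, Benjamini-Hochberg adjusted P = 0.4). The test therefore does not decide whether a lower share of all macrophages is the whole reason. For the fibrosis genes, most of which other cells express, a lower share cannot be told apart from other reasons with these tables. A lower share of macrophages, a change within them or a change in other cells stays open. The paper reports, with macrophage staining, that hepatic inflammation was improved in NASH diet–fed MøFoxO1-KO mice. The 13 Kupffer cell genes had a median of 0.66 and 0.32 without MøFoxO1-KO replicate 29, and the 14 genes of lipid-associated macrophages -0.13, with -0.03 without MøFoxO1-KO replicate 28 and -0.39 without MøFoxO1-KO replicate 29. Neither fry nor an estimated correlation put these 3 lists past the threshold.

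Genes of the fibrosis, apoptosis, M1 and M2 panels that the paper measured by real-time qRT-PCR were also read in the RNA-Seq counts. The paper measured the fibrosis and apoptosis genes in NASH diet–fed MøFoxO1-KO and WT livers, but several M1 and M2 genes only in HFD-fed mice, in adipose tissue or in NASH diet–fed versus chow-fed mice, so for those the comparison is another one. The panels do not hold Cd36, Cidec and Mogat1, which the text also reports by real-time qRT-PCR and which were called. Of 19 tested genes of the panels, 0 had an adjusted P under 0.05 in edgeR (Benjamini-Hochberg), and at an unadjusted P under 0.05 there were 3 fibrosis genes, 2 M1 genes, 0 apoptosis genes and 0 M2 genes. Adjusted over the list alone, 2 fibrosis genes and 2 M1 genes had an adjusted P under 0.05 (edgeR, Benjamini-Hochberg). DESeq2 gave 6 panel genes with an adjusted P under 0.05 (Benjamini-Hochberg). Of these, Col1a1, Mmp12, Mmp13, Timp1 and Trem2 were lower in MøFoxO1-KO livers, and Il1b was higher. The Benjamini-Hochberg adjusted P of Il1b was 0.033 in DESeq2's Wald test and 0.204 in edgeR. Log2 fold changes were 0.58 for Tgfb1, 0.53 for Acta2, -0.76 for Col3a1 and -0.68 for Mmp2. They were 0.24 for Bad, 0.30 for Bax, 0.01 for Casp8 and 0.14 for Casp9, with a smallest adjusted P of 0.393 among these 4 genes (edgeR, Benjamini-Hochberg). They were 0.06 for Arg1, 0.51 for Mrc1, -0.25 for Ccr2, -0.43 for Ccl2 and 1.98 for Il1b. Expression of Marco had a mean of 38.7 ± 34.0 (SD, n = 4) normalized counts in WT and 1409 ± 1219 (SD, n = 4) in MøFoxO1-KO livers, and the groups overlapped (exact permutation test, P = 0.0571).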
